# Brain transcriptome variation among behaviorally distinct strains of zebrafish (*Danio rerio*)

**DOI:** 10.1186/1471-2164-13-323

**Published:** 2012-07-20

**Authors:** Robert E Drew, Matthew L Settles, Erin J Churchill, Shayna M Williams, Soniya Balli, Barrie D Robison

**Keywords:** Zebrafish, Transcriptome, Microarray, Behavior, Anxiety, Domestication

## Abstract

**Background:**

Domesticated animal populations often show profound reductions in predator avoidance and fear-related behavior compared to wild populations. These reductions are remarkably consistent and have been observed in a diverse array of taxa including fish, birds, and mammals. Experiments conducted in common environments indicate that these behavioral differences have a genetic basis. In this study, we quantified differences in fear-related behavior between wild and domesticated zebrafish strains and used microarray analysis to identify genes that may be associated with this variation.

**Results:**

Compared to wild zebrafish, domesticated zebrafish spent more time near the water surface and were more likely to occupy the front of the aquarium nearest a human observer. Microarray analysis of the brain transcriptome identified high levels of population variation in gene expression, with 1,749 genes significantly differentially expressed among populations. Genes that varied among populations belonged to functional categories that included DNA repair, DNA photolyase activity, response to light stimulus, neuron development and axon guidance, cell death, iron-binding, chromatin reorganization, and homeobox genes. Comparatively fewer genes (112) differed between domesticated and wild strains with notable genes including *gpr177* (*wntless*), selenoprotein P1a, synaptophysin and synaptoporin, and acyl-CoA binding domain containing proteins (*acbd3* and *acbd4*).

**Conclusions:**

Microarray analysis identified a large number of genes that differed among zebrafish populations and may underlie behavioral domestication. Comparisons with similar microarray studies of domestication in rainbow trout and canids identified sixteen evolutionarily or functionally related genes that may represent components of shared molecular mechanisms underlying convergent behavioral evolution during vertebrate domestication. However, this conclusion must be tempered by limitations associated with comparisons among microarray studies and the low level of population-level replication inherent to these studies.

## Background

The process of animal domestication is a striking example of convergent behavioral evolution. During domestication, populations diverge from their wild progenitors as a result of genetic drift, artificial selection on desirable traits, relaxed selection on previously important characteristics, and adaptation to new environmental and ecological conditions [1-3]. Evolution in captivity is associated with a set of phenotypic changes, including enhanced growth rate [4-6], attenuated responsiveness to stress [7,8], increased feeding behavior [9], and reduced predator avoidance behavior [6,10,11]. Reductions in predator avoidance behavior are the most consistent responses to domestication and have been observed across a broad range of taxa, including mammals, birds, and fish [12-14]. However, it is not known whether the apparent convergent evolution of predator avoidance behavior during domestication is the result of similar genetic changes or of changes in a myriad of alternative molecular “routes” to the same phenotypic endpoint. In fact, little is known about the genetic polymorphisms associated with domestication in any vertebrate species.

Differences in gene regulation are an important source of genetic variation for phenotypic evolution [15-17]. Transcriptome analyses have detected substantial variation among populations in numerous species, including yeast [18], *Drosophila*[19], fish [17,20-24], and humans [25,26]. Much of this variation has a heritable component [25,27-30]. While the majority of variation in gene expression appears to evolve in a neutral fashion, some genes show patterns consistent with evolution under positive selection and may contribute to local adaptation [17,29,31-33], including behavioral adaptations [20,34]. In particular, microarray studies suggest that domestication may also be associated with changes in gene expression [22,35-37].

In the present study, we use the zebrafish (*Danio rerio*) as a model for examining the relationship between behavioral domestication and variation in gene expression. The utility of the zebrafish in developmental biology and genomics is widely known, and there has been increased usage of the zebrafish as a model for behavior genetics [38-41]. Variation in behavior has been observed among populations of zebrafish, including variation among domesticated (laboratory) populations [38], among populations recently acquired from the wild [42], and between wild and domesticated populations [9,43-45]. In each of these studies, the populations were reared under identical conditions suggesting that the differences in behavior have a genetic component [9,43,44].

In our study, we used microarrays to perform a transcriptome-wide analysis of variation in brain gene expression among four behaviorally distinct strains of zebrafish with different histories of domestication. First, we quantified behavioral differences between wild and domesticated zebrafish strains using a high throughput behavior assay [46]. Second, using microarrays, we detected substantial variation in expression profiles among these behaviorally distinct populations, a portion of which was associated with domestication history. Finally we compared our results against other microarray studies [22,35-37,47] and identified sixteen homologous genes that were associated with behavioral domestication and variation in fear-related behavior across multiple species.

## Results and discussion

### Behavioral variation among zebrafish strains

We used a simple, high-throughput assay to characterize behavioral differences among zebrafish strains [46]. The assay was based on initial observations that fish from domesticated strains tended to spend more time near the surface and at the front of the aquarium nearest human technicians while wild fish tended to be found at the back and near the bottom of the aquarium. This assay decomposes this place preference type behavior into a vertical component (Vertical Depth) and a horizontal component (Horizontal Position). Vertical Depth quantifies the mean distance of an individual from the water surface while Horizontal Position is the proportion of the time an individual spends within one body length of the front of the tank, nearest to a human observer.

Although simple in design, the behaviors quantified by this assay can be used as indices of fear-related behavior in fish species, and are likely indicators of trade-offs between foraging and predator avoidance. In the wild, proximity to the surface is believed to increase the risk of predation by aerial predators [13,48,49] and observations of zebrafish and other fish species are consistent with this hypothesis [50,51]. However, in captivity, fish are commonly offered food that floats on the surface, providing a contradictory stimulus for approaching the surface. Indeed, mean distance from the surface is negatively correlated with feeding behavior in zebrafish (M. Oswald and B.D.R., Unpublished data), masu salmon (*O. masou*) [52], and growth hormone transgenic coho salmon (*O. kisutch*) [53]. Also distance from the surface is positively correlated with freezing in response to a simulated predator by masu salmon [52]. Recent work has also shown that zebrafish spend less time in the upper half of aquaria in response to stressful stimuli and treatment with anxiogenic chemicals (alarm pheromone and caffeine), and more time following treatment with anxiolytic compounds (ethanol and fluoxetine) [54]. Therefore we conclude that these behaviors are valid indicators of fearfulness in various fish species.

We used these behavior assays to characterize four strains of zebrafish with different histories of domestication. The Scientific Hatcheries and Transgenic Mosaic 1 (TM1) strains have been reared in the laboratory for at least 30 generations and will be referred to as “domesticated.” The Gaighata and Nadia strains were recently acquired from wild populations in India and, at the time of this study, had been reared in captivity for 1 and 6 generations, respectively. For the sake of brevity, these strains will be referred to as “wild.” Although all of the fish used in this experiment were bred and reared under identical captive conditions (“common garden”), there were significant behavioral differences between wild and domesticated zebrafish strains. The wild strains spent markedly less time within one body length of the front of the aquarium, nearest the observer (low Horizontal Position, F = 208.45, df = 3, 58, *P* < 0.0001), and showed a greater preference for the lower portions of the water column (greater Vertical Depth, F = 25.46, df = 3, 58, *P* < 0.0001) than the domesticated strains (Figure 1).

**Figure 1:**
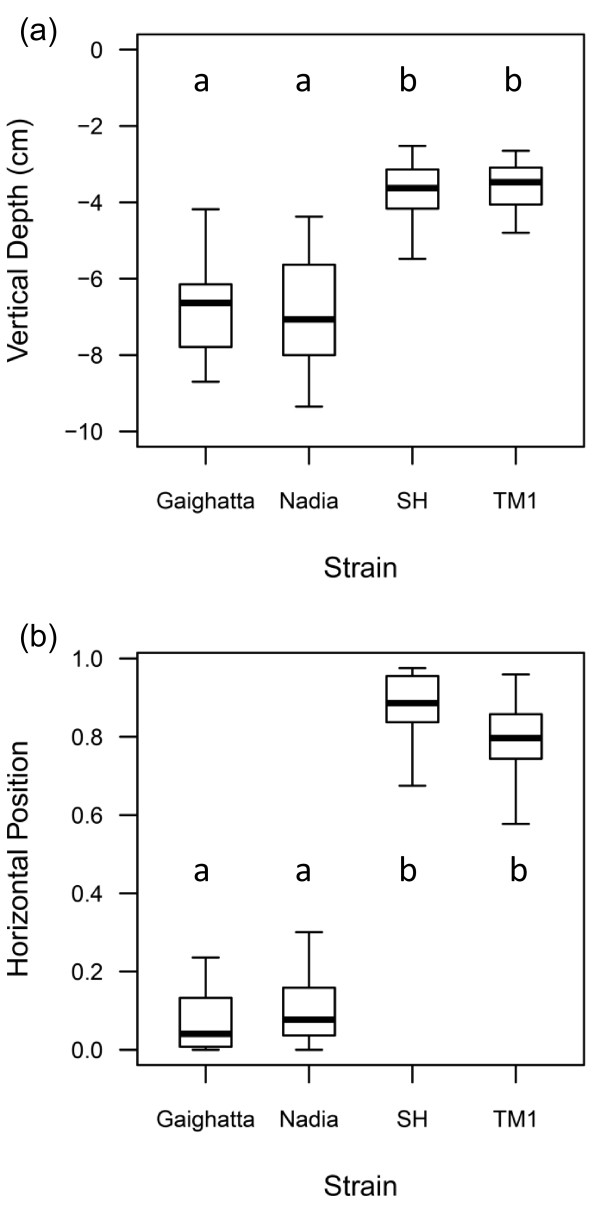
**Box plots of behavioral variation among two wild and two domesticated zebrafish strains.** (**a**) Domesticated zebrafish [Scientific Hatcheries (SH) and TM1] had lower Vertical Depth, spending more time close to the water surface than wild zebrafish [Nadia and Gaighatta] (*P* < 0.0001). (**b**) Domesticated zebrafish also had higher levels of Horizontal Position, spending a larger portion of time within one body length of the front of the aquarium nearest the human observer (*P* < 0.0001). Boxes represent the 25^th^ and 75^th^ percentiles, while the median is indicated by the interior horizontal line. The 5^th^ and 95^th^ percentiles are represented by the whiskers. Significant differences among strains are represented by lower case letters within each figure.

The differences in behavior between wild and domesticated zebrafish populations were consistent with previous observations of these and other strains of zebrafish [9,43-45]. In particular, these four strains vary in their latency to feed from the surface of the water such that wild fish take much longer to commence feeding than domesticated fish [9]. Likewise, similar differences have been observed between wild and domesticated populations of other fish species (primarily salmonids) [13,48,55-59]. In general, domesticated fish tend to be bolder, feed more frequently, and have reduced ability to avoid predation [13], characteristics that have been linked with decreased survival in a wild environment [60].

### Transcriptome variation among zebrafish strains

We next tested if these behaviorally distinct zebrafish strains also differed in gene expression in the brain to identify genes or pathways that may underlie behavioral variation. GeneChip® Zebrafish Genome microarrays (Affymetrix, Santa Clara, CA) were used to quantify the expression of approximately 14,900 zebrafish transcripts in the brains of fish observed in the behavior study above.

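Brain RNA from pools of zebrafish of 4 strains was measured on 16 arrays, with 2 female and 2 male pools per strain. The paper counts SH and TM1 as domesticated, each kept for at least 30 generations in captivity, and Nadia and Gaighatta as wild, kept for 6 and 1 generations. Each pool held the brains of the fish of 1 tank, 3 to 5 fish by the paper and 2 to 5 by the deposited design text. The fish were 4 to 6 months old, and 10 µg of total RNA went on each array. The authors corrected the background, normalized the arrays by quantiles and summarized the probes of each probe set by RMA, so each value is a log2 expression value. The deposited table holds only the probe sets that the authors' filter on expression kept, and from there each comparison was computed with limma. The strain names in the deposited labels are not those in the paper's tables. Matched value by value within 0.0001, over the 1645 probe sets of Additional file 1 that could be read and the 112 of Additional file 3, the arrays labelled TM1, SH, Nadia and Gaighatta carry the values printed there under Gaighatta, Nadia, SH and TM1. The sex labels are those of the tables in 16 of 16 arrays. GFP, the transgene that the paper gives to TM1, was high only in the arrays labelled Gaighatta, at 8.58 to 10.46 against at most 3.36 in the others, so these 4 arrays carry the TM1 transgene and those labelled TM1 do not. GFP does not separate the other 3 strains, whose names in the tables rest on the matched values. Strains are named by the deposited label, with the name from the paper's tables in parentheses. Both namings put the same 8 pools on each side of the comparison by domestication history. The tables call domesticated the side that the labels call wild, so each direction by the tables' names is the reverse of the labelled one. By GFP, the 4 arrays labelled Gaighatta belong to a domesticated strain, so for them GFP goes with the tables' direction and against the labelled one. Pools of 1 strain were correlated with an r of 0.967 to 0.988 across probe sets, and pools of 2 strains with an r of 0.936 to 0.980; probe sets are not independent replicates. The 4 arrays per strain limit the precision of every strain mean, and only 2 strains stand on each side of the comparison by domestication history.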

A total of 7,958 probe sets were detected as expressed in our zebrafish brain samples, based on our filtering criteria for expression (see Methods). Of these, 3,199 probe sets displayed probe level variation indicative of sequence polymorphisms among individuals and populations, known as single feature polymorphisms (SFPs) [61-63]. 

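Transcripts of neurons and glia were measured in all 4 strains. The strain means of snap25a, a SNARE protein of neurotransmitter release, were 12.09 to 12.35, those of slc1a2b, a glial glutamate transporter, 11.85 to 12.20, and those of fabp7a, a fatty acid binding protein of radial glia, 11.35 to 11.58 (log2, n = 4 pools each). Of 11 neuron markers, 5 differed among strains (6 when adjusted over the list alone), the largest being tubb5, a tubulin, at 0.62 (adjusted p = 0.00142). Of 5 markers of myelin and oligodendrocytes, 2 differed (4 when adjusted over the list alone), among them cldnk at 0.39 (adjusted p = 0.00932). The deposited table holds 7958 probe sets, of which 36 are AFFX controls and 7922 were tested. Of these, 5639 carry 1 gene symbol, 54 several and 2229 none, and together they measure 4922 genes. The values ran from 2.27 to 13.23, and the array medians from 6.08 to 6.2.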

The presence of SFPs can confound comparisons of gene expression among different genotypes and therefore these features were removed from the analysis.

The remaining 4,759 probe sets were analyzed using linear models for microarrays (limma) [64,65] to test for differences in transcriptome profiles among strains, between wild and domesticated strains, and between males and females. Our initial analysis revealed considerable variation in gene expression among the strains with 1,752 probe sets differentially expressed among strains, 259 with a 2-fold or greater difference in pairwise comparisons of mean expression levels [see Additional file 1. This level of brain transcriptome variation among populations is substantially higher that than observed between two populations of rainbow trout (201 genes, [37]) and among eight behaviorally diverse inbred mouse lines (188 genes, [47]); however these differences may reflect differences in statistical analyses or gene content of the array platforms.

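The pools labelled Gaighatta (TM1 in the paper's tables) stood farthest from the rest. Between them and the pools labelled TM1 (Gaighatta), SH (Nadia) and Nadia (SH), 1654, 1354 and 1131 probe sets differed, while the other 3 strain pairs had 526, 448 and 251 (TM1 and SH, SH and Nadia, TM1 and Nadia). Among named genes, eif3eb, a translation initiation factor, was 5.72 ± 0.07 (SD, n = 4 pools) there against 6.65 to 6.94 elsewhere, a largest difference of 1.22 (adjusted p = 7.28e-07). abat, which degrades the neurotransmitter GABA, was 8.25 ± 0.20 there against 9.17 to 10.14, and l1cama, an axonal cell adhesion protein, was 6.18 ± 0.24 against 4.71 to 5.42. In all, 2744 of 7922 probe sets (34.6%) differed between at least 1 pair of strains at an adjusted p under 0.05 in limma, and 431 of these differed by at least 2-fold between strain means. Each of the 6 pairs was adjusted over all probe sets tested, and the paper's filter on probe-level polymorphism, which needs single probe values, was not applied. Without the strain labelled Gaighatta, an alternative chosen after seeing the data, 673 probe sets differed and 136 by at least 2-fold. Leaving out SH F2 or SH F1 gave 293 or 294 for TM1 and SH, and leaving out Nadia F2 gave 264 for SH and Nadia.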

The three probe sets with the highest differences among strains corresponded to quality control probe sets for green fluorescent protein (GFP: AFFX-Dr-M62653-1_at, AFFX-Dr-M62653-1_s_at) and cyan fluorescent protein (CFP: AFFX-Dr-AF292560-1_s_at). 

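The 3 probe sets were the highest ranked of all, and all 3 were high only in the 4 pools labelled Gaighatta, which the paper's tables name TM1. Since the paper gives GFP to TM1 as a transgene, these 4 pools carry the TM1 transgene and the 4 labelled TM1 do not, while the naming of the other 3 strains is not touched by it. AFFX-Dr-M62653-1_at, which detects GFP, was 9.91 ± 0.89 (SD, n = 4 pools) there, and no pool of the other 3 strains was above 3.36. Its largest strain difference was 7.00 on the log2 scale (standard error 0.28, adjusted p = 8.28e-11 in limma with the control probe sets included). The second GFP probe set, AFFX-Dr-M62653-1_s_at, was 8.66 ± 0.96 there and at most 2.79 in the other pools, a difference of 6.05 (adjusted p = 1.51e-09). The CFP probe set, AFFX-Dr-AF292560-1_s_at, was 9.00 ± 0.95 there and at most 3.57 elsewhere, a difference of 5.89 (adjusted p = 2.08e-09). The other pools lie near the lowest value of the table, 2.27, so no fold is given. Within those 4 pools, the female pool F1 lay lowest for the GFP pair, at 8.58 and 7.23.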

Because the expression of GFP in the TM1 strain was the result of transgenic manipulation [66], these genes were removed from the analysis. 

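Apart from the control probe sets, the 10 largest differences between strain means ranged from 3.90 to 4.92 on the log2 scale. Probe sets that the paper removed for polymorphism are still in this ranking, and gpr177, which the paper ranks among its largest, fell just below these 10. cyp1a, a monooxygenase induced through the aryl hydrocarbon receptor, was 3.75 ± 0.15 (SD, n = 4 pools) in pools labelled TM1 (Gaighatta in the paper's tables) and 6.40 to 7.79 in the other 3 strains, a largest difference of 4.04 (adjusted p = 0.000392). It was the only 1 of 4 measured genes of the aryl hydrocarbon receptor response that differed among strains (3 when adjusted over the list alone), and ahr2, the receptor, had a largest difference of 0.36 (adjusted p = 0.0512). mhc2dab, a class II antigen-presenting protein, was 3.77 ± 0.95 in pools labelled SH (Nadia) and 7.12 to 7.76 elsewhere (adjusted p = 6.68e-06). scamp5a, a membrane protein of secretory vesicles, was 6.00 ± 0.28 in pools labelled Gaighatta (TM1) and 10.51 ± 0.37 in those labelled Nadia (SH), a difference of 4.51. lin7c, a scaffold protein of synapses, differed by 3.91 in 1 probe set, but its other 2 had largest differences of 0.39 and 0.10 (adjusted p = 0.0683 and 0.593). The other 6 have no gene name in the platform's table, and the one with the largest difference of all was 4.20 ± 0.38 in pools labelled Gaighatta and 8.92 to 9.12 elsewhere.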

The next ten most differentially expressed zebrafish genes included cytochrome P450, family 1, subfamily A (*cyp1a*); major histocompatibility complex class II DAB gene (*mhc2dab*); G protein-coupled receptor 177 (*gpr177*); and seven unannotated sequences.

The Database for Annotation, Visualization and Integrated Discovery (DAVID version 6.7) [67,68] was used to identify functional categories that were overrepresented in the final gene lists (excluding SFPs) relative to the 7,958 genes detected as expressed in our analysis. DAVID identified 116 functional categories that were significantly overrepresented among genes that varied in expression among strains [see Additional file 2. 

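All 12 genes of antigen presentation matched by symbol, from the MHC to its proteasome and chaperone partners, differed among strains, also when adjusted over the list alone. The paper's filter on probe-level polymorphism was not applied, so sequence differences between strains are not separated from expression in these values. mhc1ufa, a class I gene, was 7.12 and 6.31 in pools labelled SH and Nadia (Nadia and SH in the paper's tables) and 4.14 and 3.31 in those labelled TM1 and Gaighatta (Gaighatta and TM1), a largest difference of 3.81 (adjusted p = 1.41e-06). mhc1zba and mhc2daa differed by 1.13 and 1.17, and psme1, an activator of the proteasome, by 1.08. Of 16 markers of meninges and connective tissue, 13 differed, among them sparc, a matrix protein, by 1.03 (adjusted p = 0.000863), and thbs3a, a thrombospondin, by 0.86 (adjusted p = 2.51e-05). Over all genes with 1 probe set each, 1621 of 4922 (32.9%) differed. Fisher's exact test against that share, a test chosen after seeing the data, gave 4 of 40 lists an adjusted p under 0.05, with 6.34e-05 for antigen presentation and 0.00196 for meninges. The other 2 are cryptochromes and photolyases (0.00872) and the remaining clock genes (0.00327), and no test of the DAVID categories was repeated. Fisher's test takes genes as independent, while the correlations estimated between genes of these 4 lists were 0.39, 0.08, 0.02 and 0.09 in the order given. Its p values may therefore be too small, most of all for antigen presentation.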

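Some genes of DNA repair and chromatin differed among strains. Of 18 genes of DNA repair, 10 differed (15 when adjusted over the list alone), with rad23b, a damage recognition protein, at 1.07 (adjusted p = 5.46e-05) and xrcc1, a scaffold of single-strand break repair, at 0.70 (adjusted p = 0.00158). A second probe set of rad23b had a largest difference of 0.11 (adjusted p = 0.666). Of 26 genes of chromatin organization, 15 differed (17), among them chd1l, a remodeler, by 0.96 (adjusted p = 0.000127), and brms1, a member of histone deacetylase complexes, by 0.82 (adjusted p = 0.000572). Of 22 axon guidance genes, 9 differed (17), such as ntn1a, a netrin, by 0.71 (adjusted p = 0.00631), and slit2, a repellent ligand, by 0.62 (adjusted p = 0.00167). Of 14 genes of cell death, 7 differed (8), the largest being dedd1, at 1.34 (adjusted p = 0.000141), which was 8.59 ± 0.27 (SD, n = 4 pools) in pools labelled SH (Nadia in the paper's tables) and 7.24 to 7.36 elsewhere. Of 14 hox genes, 8 differed (9), with hoxb5b at 1.06 (adjusted p = 0.00364). The counts in parentheses are adjusted over the list alone, and the paper's tables had been seen when the lists were written, so they are not independent evidence. None of these 5 lists passed Fisher's exact test against all genes, with adjusted p of 0.193, 0.0861, 0.734, 0.564 and 0.276 in the order given.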

Notable functional categories included those involved in DNA repair, DNA photolyase activity, response to light stimulus, neuron development and axon guidance, cell death, iron-binding, WD40 repeat domains, chromatin organization, and homeobox genes. 

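The light-responsive and clock genes named here differed in opposite directions between the strains labelled TM1 and Gaighatta. cry-dash, a photolyase homolog, was 3.95 ± 0.20 (SD, n = 4 pools) in pools labelled TM1 (Gaighatta in the paper's tables) and 5.97 ± 0.15 in those labelled Gaighatta (TM1), a difference of 2.03. ciarta, per2 and nr1d2b, repressors of the clock, were likewise lowest in the first and highest in the second of these strains, with differences of 3.57, 1.36 and 1.24. rorcb, an activator in the same circuit, was 7.09 and 6.09 in pools labelled TM1 and Nadia (SH) against 5.13 and 5.14 in the other pair, and cry3b was 6.37 in the first strain and 5.30 in pools labelled Gaighatta. Of 9 cryptochromes and photolyases, 8 differed among strains (9 when adjusted over the list alone), and of 15 other clock genes 12 did (14). The hour at which each strain was sampled is not given in the sources used here. Over all probe sets, 401 separated the pools labelled Gaighatta from each of the other 3 strains with no difference among those, and 68, 41 and 30 did so for SH (Nadia), TM1 and Nadia.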

Functional interpretation of these findings is complicated because, although these genes differed among zebrafish populations, variation in expression was distributed in different patterns among the four zebrafish populations and did not necessarily involve correlated expression. These categories may represent functional groups of genes that, in the brain, may frequently vary among zebrafish populations. It is not known if this variation in gene expression is under selection or whether it is associated with variation in brain function or behavior.

### Transcriptome variation between wild and domesticated strains

A total of 612 probe sets were initially identified as differentially expressed between wild and domesticated strains. 

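Single hox genes, microglia markers and genes of antigen presentation differed by domestication history. Of 14 hox genes, 4 were higher in pools labelled domesticated (wild in the paper's tables) and none was lower, such as hoxb5b by 0.52 (standard error 0.16, adjusted p = 0.0391) and hoxc4a by 0.48 (adjusted p = 0.0234). Of 19 markers of microglia and other leukocytes, 4 were higher and none was lower, among them c1qc, a complement protein, by 0.57 (adjusted p = 0.0107), and spi1b, a myeloid transcription factor, by 0.45 (adjusted p = 0.00542), whose second probe set had 0.32 (adjusted p = 0.156). The mean of these 19 markers was 6.70 in TM1 M1 and 6.45 in TM1 M2, against 5.4 to 6.06 in the other 14 pools. Of 12 genes of antigen presentation, 4 were higher, such as psme1 by 0.61 (adjusted p = 0.00156), and 2 were lower, mhc1zba by -0.86 (adjusted p = 0.00266) and mhc2daa by -0.89 (adjusted p = 0.0011). Of 15 markers of radial glia, cyp19a1b, the brain aromatase, had a labelled domesticated minus wild difference of -0.93 (standard error 0.10, adjusted p = 1.81e-05), but its other 2 probe sets differed by -0.25 and -0.11 (adjusted p = 0.296 and 0.406). In all, 1011 probe sets (12.8%) differed between the 8 labelled domesticated and 8 labelled wild pools in limma, 420 higher and 591 lower in the former, and 63 by at least 2-fold. Of 40 lists, camera with a preset correlation of 0.01 gave 4 an adjusted p under 0.05, with 0.00132 for hox genes, 0.0023 for microglia, 0.0486 for cell death and 0.0486 for antigen presentation, all toward the labelled domesticated pools. With a correlation estimated for each list the adjusted p values were 0.772, 0.772, 0.73 and 0.826, so none of the 4 held, and without TM1 M1 the preset correlation gave 0.0249, 0.0568, 0.103 and 0.119, so of the 4 only the hox genes passed. The pools of 1 strain are not independent samples of domestication, and with the 4 strain means as the samples 0 probe sets passed in limma (313 at an unadjusted p under 0.05), while strain as a random block gave 31 (747 unadjusted).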

Visual inspection of the data suggested that many of these differences were driven by extreme values in one of the strains. 

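Several of the strongest differences belonged to 1 strain. The probe set with the largest strain difference, which has no gene name, differed between the labelled domesticated and wild pools (wild and domesticated in the paper's tables) by 2.50 (standard error 0.21, adjusted p = 1.48e-06), while its means in 3 strains lay within 8.92 to 9.12. cox4i1l, a subunit of cytochrome c oxidase, and urod, an enzyme of heme synthesis, were likewise low in pools labelled Gaighatta (TM1), at 6.17 ± 0.15 and 4.73 ± 0.29 (SD, n = 4 pools) against 7.26 to 7.56 and 5.94 to 6.09. dedd1 differed by 0.60 (adjusted p = 0.00738), with the pools labelled SH (Nadia) alone above the rest. Of the 1011 probe sets, 336 (33.2%) separated 1 strain from each of the other 3 with no difference among those, and in 243 of the 336 that strain was the one labelled Gaighatta. In 760 (75.2%) both domesticated strain means lay on the same side of both wild ones, and in 251 (24.8%) they did not. The 1011 were called by this same contrast, so that share is not independent evidence. It was not computed for the other pairings of the strains.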

To increase the stringency of the analysis, genes associated with domestication were retained if the ranges of expression levels of wild and domesticated samples overlapped by no more than one sample. This additional criterion narrowed the list to 112 genes that were differentially expressed between wild and domesticated samples, 10 of which had a 2-fold difference or greater [see Additional file 3].

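Of the genes kept here by the range criterion, lgals3bp.1, a galectin-binding protein, was 8.77 ± 0.29 (SD, n = 8 pools) in the labelled domesticated pools (wild in the paper's tables) and 6.57 ± 1.44 in the labelled wild ones (domesticated), a difference of 2.2 (standard error 0.16, adjusted p = 2.12e-07). slc20a2, a phosphate transporter, was higher in the former by 1.29 (adjusted p = 0.00076) with no overlap between the 8 and 8 pools, and mef2aa, a transcription factor of muscle and neurons, by 1.18 (adjusted p = 0.000171). hspa8b, a heat shock cognate protein, was higher there by 0.85 (adjusted p = 1.39e-05). Among those lower there, hspa12a, another member of the heat shock protein family, differed by -1.11 (adjusted p = 0.00271) and ppdpfa by -1.14 (adjusted p = 1.09e-05), both with no overlap. cd99l2, a cell adhesion protein, differed by -1.08 (adjusted p = 8.82e-05), and its second probe set by -0.55 (adjusted p = 0.00103). The criterion was read as leaving out at most 1 pool to make the ranges of the 2 groups disjoint, and 267 probe sets met it, 114 higher and 153 lower in the labelled domesticated pools, and 24 of them differed by at least 2-fold. All 112 probe sets of Additional file 3 are among the 267. With at most 1 pool of each group inside the range of the other 115 met it, with no overlap 74, and with at most 1 pool of the higher group inside the range of the lower, a reading chosen after the values were seen, 189. The paper's filter on probe-level polymorphism was not applied, and 104 of the 267 are taken as removed by it. Sequence differences between strains are therefore not separated from expression in the genes named here. The standard errors and p values of limma here measure the spread of pools within strains, not that between strains. With the 4 strain means as the samples 0 probe sets passed in limma (smallest adjusted p = 0.607). The other 2 ways of pairing the 4 strains gave 340 and 175 probe sets by the range criterion. Without the strain labelled TM1, SH, Nadia or Gaighatta it gave 714, 593, 1491 or 234. With a strain left out, 4 pools of 1 strain stand against 8, so the criterion is easier to meet and these counts are not comparable with 267. From the contrast between the many genes that vary among strains and the few tied to domestication history, the paper proposes 2 hypotheses: different pathways altered in each domesticated population, or changes in only a few genes or pathways.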

G protein-coupled receptor 177 (*gpr177*) showed the largest difference with a 5.59-fold down-regulation in domesticated zebrafish. *gpr177*, also known as *wntless* or evenness interrupted (*evi*), is necessary for the release of the WNT signaling peptide from WNT-secreting cells [69,70]. 

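gpr177 (wls in the platform's table, by the probe set that the paper lists) was graded across the strains. It was 6.60 ± 0.34 (SD, n = 4 pools) and 6.2 ± 0.39 in pools labelled TM1 and SH (Gaighatta and Nadia in the paper's tables), and 5.10 ± 0.72 and 2.74 ± 0.15 in those labelled Nadia and Gaighatta (SH and TM1). The labelled domesticated and wild pools differed by 2.48 (standard error 0.20, adjusted p = 6.53e-07), with no overlap between the 8 and 8 pools. The largest strain difference was 3.87 (adjusted p = 1.55e-07), and no fold is given since the pools labelled Gaighatta lie near the lowest value of the table, 2.27. The other 2 probe sets of the gene did not show it: their differences were 0.02 (standard error 0.21, adjusted p = 0.954) and -0.10 (standard error 0.09, adjusted p = 0.52), with strain means of 6.39 to 7.05 and 7.33 to 7.61. These 2 were looked at after the values were seen. Of 19 measured Wnt pathway genes, with 1 probe set each, 4 differed among strains (2 when adjusted over the list alone), and dkk3b, a secreted Wnt modulator, was the only 1 that differed by domestication history, at -0.34 (adjusted p = 0.0207). The camera test gave the pathway an adjusted p of 0.699.

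**Figure D1:**
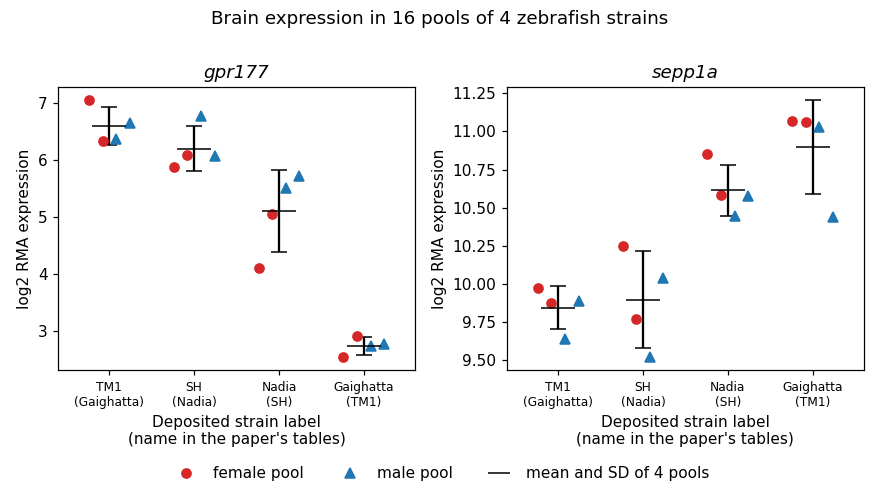
Log2 RMA expression of gpr177 (the probe set that the paper lists) and sepp1a in each of 16 brain pools, by deposited strain label with the name in the paper's tables in parentheses; points are female and male pools, and bars are the mean and SD of 4 pools. The 4 pools labelled Gaighatta lie lowest for gpr177 (mean 2.74).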

The WNT signaling pathway is a major control pathway for many aspects of embryonic development, including patterning of the central nervous system, and is also involved in axon guidance and synapse formation in adult organisms [71,72]. In addition, defects in WNT signaling are associated with neurological disorders in humans, including schizophrenia and Alzheimer’s disease [73]. Selenoprotein P (*sepp1a*) was also among the most differentially expressed genes with a 1.85-fold up-regulation in domesticated zebrafish, similar to previous observations of these strains [43]. 

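sepp1a (selenop in the platform's table), the secreted carrier of selenium, was 10.61 ± 0.17 and 10.90 ± 0.31 (SD, n = 4 pools) in pools labelled Nadia and Gaighatta (SH and TM1 in the paper's tables) and 9.84 ± 0.14 and 9.9 ± 0.32 in those labelled TM1 and SH (Gaighatta and Nadia). The labelled domesticated minus wild difference was -0.89 (standard error 0.11, adjusted p = 8.82e-05), 1.85-fold, with no overlap between the 8 and 8 pools. gpx1a, a glutathione peroxidase, was higher in the labelled domesticated pools by 0.46 (adjusted p = 0.00631), but by 0.072 (adjusted p = 0.757) without the strain labelled SH. gpx4a was higher there by 0.33 (adjusted p = 0.0419), but differed by -0.053 (adjusted p = 0.724) without the strain labelled Nadia, and txnrd3, a thioredoxin reductase, by 0.31 (adjusted p = 0.03), but by 0.093 (adjusted p = 0.647) without SH. dio1, a deiodinase of thyroid hormone, differed among strains by 0.81 (adjusted p = 0.00143) but by 0.23 (adjusted p = 0.176) with domestication history. Of 15 measured selenoproteins, 5 differed among strains (7 when adjusted over the list alone), and by domestication history 3 were higher, 1 was lower and 11 did not pass. The camera test gave an adjusted p of 0.763. Within the 4 pools labelled Gaighatta, the male pool M2 lay lowest for sepp1a at 10.44, and without it the call stood.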

The role of SEPP in the brain is not completely understood but the protein plays a vital role in selenium homeostasis [74]. Mouse SEPP knockout mutants have reduced ability to store selenium in the brain and other tissues, and show severe neurological impairment [75-77]. In humans, selenium levels are associated with disease states including epilepsy, Parkinson’s disease, and Alzheimer’s disease [74]. Although it is unknown if SEPP plays a role in these disorders, sequence variation in *sepp* affects the ability to utilize selenium in humans [78].

DAVID identified seven functional categories that were overrepresented among all genes differentially expressed between wild and domesticated zebrafish. After accounting for overlap, the functional groups can be reduced to two categories: vesicle proteins and acyl-CoA binding domain containing proteins. Each of these groups was represented by at most two or three individual genes. The vesicle proteins included synaptophysin b and synaptoporin which are associated with synaptic vesicles and synaptic plasticity [79,80], and SEC31 homolog, a subunit of the coat protein complex II which enables the formation of transport vesicles from the endoplasmic reticulum. 

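sypb, a membrane protein of synaptic vesicles, was 10.27 ± 0.13 and 10.41 ± 0.09 (SD, n = 4 pools) in pools labelled Nadia and Gaighatta (SH and TM1 in the paper's tables) and 9.96 ± 0.22 and 9.80 ± 0.24 in those labelled TM1 and SH (Gaighatta and Nadia). Its labelled domesticated minus wild difference was -0.46 (standard error 0.09, adjusted p = 0.00279), and that of its second probe set -0.36 (adjusted p = 0.0933). synpr (synprb in the platform's table) differed by -0.76 (standard error 0.13, adjusted p = 0.00138) and sec31a, of the COPII coat, by -0.54 (standard error 0.10, adjusted p = 0.00223). Of 11 synaptic vesicle proteins, 4 were lower in the labelled domesticated pools, also syt11a, a synaptotagmin, by -0.34 (adjusted p = 0.00667) and snap25a by -0.19 (adjusted p = 0.0429). A second probe set of syt11a differed by -0.08 (adjusted p = 0.525). slc18a3a, the vesicular acetylcholine transporter, was higher by 0.38 (adjusted p = 0.0325), and 6 genes did not pass. The list had an adjusted p of 0.0509 in camera and an adjusted p of 0.772 with an estimated correlation, and 7 of its genes differed among strains (8 when adjusted over the list alone). Of 8 genes of the COPII coat and its vesicles, sec31a alone differed, among strains and by domestication history (1 also when adjusted over the list alone). The study named sypb, synpr and sec31a from these pools, so their counts are not independent evidence.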

Knockout mice lacking synaptophysin are viable but show increased exploratory behavior and reduced learning ability and memory [81], indicating that this gene can be directly involved in behavioral variation. Stress is also known to influence both mRNA and protein levels of synaptophysin in rats but the relationship is complex and influenced by factors including sex and the severity of the stressor [82-84]. Reduced sensitivity to stress has been observed in domesticated fish [8,85] and may be a factor in our study. 

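All 3 measured genes with an acyl-CoA binding domain differed among strains, also when adjusted over the list alone. acbd3 was 5.12 ± 0.12 (SD, n = 8 pools) in the labelled domesticated pools (wild in the paper's tables) and 4.62 ± 0.20 in the labelled wild ones (domesticated), a difference of 0.50 (standard error 0.08, adjusted p = 0.000762) with no overlap. acbd4 was also higher in the former, by 0.21 (standard error 0.06, adjusted p = 0.0287). dbi, an acyl-CoA binding protein known also as a ligand of benzodiazepine receptors, was lower there by -0.22 (standard error 0.06, adjusted p = 0.0225), and without the strain labelled TM1 (Gaighatta) this turned to 0.08. The camera test gave the 3 genes an adjusted p of 0.33, and the study drew the pair acbd3 and acbd4 from these pools, so their direction is not independent evidence.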

The acyl-CoA binding domain containing proteins included *acbd3* and *acbd4*. ACBD3 maintains the structure of the Golgi apparatus, influences protein transport between the Golgi apparatus and the endoplasmic reticulum, and is an important component of several cellular signaling pathways (reviewed by [86]). The function of ACBD4 has not been determined.

### Transcriptome variation between zebrafish sexes

Although not a primary focus of this experiment, we also tested for sex differences in gene expression. We detected only eight sexually dimorphic genes in the brain: insulin-like growth factor 1 (*igf1*); deiodinase, iodothyronine, type II (*dio2*); inhibin, beta Aa (*inhbaa*); endothelial PAS domain protein 1 (*epas1*); and four unannotated genes (Dr.14275.1.A1_at, Dr.16113.1.S1_at, Dr.16580.1.A1_at, Dr.18139.1.S1_at, Dr.18392.1.A1_at, and Dr.6751.1.S1_at). Of these only *dio2* was previously documented as sexually dimorphic in zebrafish brains [43,87]. 

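dio2, the enzyme that activates thyroid hormone, was higher in males by 1.63 (standard error 0.10, adjusted p = 1e-05), 3.09-fold. Each of the 8 male pools, at 7.72 to 8.56, lay above each of the 8 female pools, at 5.99 to 7.30 (exact permutation test, 2-sided, p = 0.0001554, the smallest that 12870 splits allow; 0.001543 within strains, the smallest that 1296 splits allow). igf1, a growth factor, was higher in males by 0.72 (adjusted p = 0.00952), inhbaa, a subunit of activin, by 0.48 (0.0381), and epas1, a hypoxia-responsive transcription factor, by 0.54 (0.0479). A second probe set of inhbaa had 0.53 (0.0716). ifi27.1, an interferon-induced gene, leo1, of a transcription elongation complex, and itprid2 were also higher in males, by 0.75, 0.66 and 0.55 (a second probe set of leo1 had 0.31, adjusted p = 0.333), and hbba2, a globin gene, by 1.91 (0.00803). Other red blood cell markers also lay higher in males without passing, alas2 by 0.46 (0.132), slc4a1a by 0.42 (0.333) and hbaa1 by 0.16 (0.482), while cahz had -0.13 (0.691), so a larger share of blood in male pools is not excluded. f13a1a.1 in the platform's table, a coagulation factor, was higher in females, with a male minus female value of -2.02 (0.00803). In all, 12 probe sets differed between the sexes in limma's factorial model, 10 higher and 2 lower in males (970 at an unadjusted p under 0.05, 343 higher and 627 lower), and 3 by at least 2-fold. The number of probe sets differing between sexes was 24 in an additive model (12 higher and 12 lower in males), 7 without TM1 F1, SH M1 or Gaighatta F1 (6 and 1), 20 without Nadia F1 (7 and 13), 21 without Gaighatta M1 (18 and 3) and 118 without TM1 M2 (37 and 81), so the share higher in males was not stable. Of 13 genes of the sex steroid and gonadotropin axis, 2 differed among strains (3 when adjusted over the list alone) and 2 by domestication history, cyp19a1b and igf2a, the latter by -0.33 (adjusted p = 0.0225).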

Interestingly, although 40 of the 42 sexually dimorphic genes identified by Santos *et al.*[87]were represented on the GeneChip® Zebrafish Genome microarray, only eleven were detected as expressed in our study. This lack of concordance with our study is surprising, but could result from differences in experimental procedures, microarray platform and chemistry, and statistical analysis. A higher number of sexually dimorphic genes (81 genes) were also detected in brain transcriptomes of immature Atlantic salmon (*Salmo salar*) [34]. Despite the differences between these studies and ours, all three studies showed substantially fewer sexually dimorphic genes in the brain relative to other tissues, such as liver (1249 genes [88]) and gonads (2940 genes [89]). This result is comparable to observations in mammals [90].

### Validation using quantitative real-time PCR

We performed a technical validation using quantitative real-time PCR (qRT-PCR) to verify expression of six differentially expressed genes identified by the microarray analysis. The genes selected for qRT-PCR validation differed significantly among strains (*gad2gfappomca*), between wild and domesticated strains (*sepp1asynpr*), or between the sexes (*dio2*) in the microarray analysis. 

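gad2, which makes the neurotransmitter GABA, was 6.93 ± 0.32 and 6.47 ± 0.51 (SD, n = 4 pools) in pools labelled TM1 and Nadia (Gaighatta and SH in the paper's tables) and 5.36 ± 0.24 and 5.87 ± 0.41 in those labelled SH and Gaighatta (Nadia and TM1). Its largest difference was 1.57 (adjusted p = 0.00111). gfap, a filament protein of astroglia, was 7.36 ± 0.20 in pools labelled SH and 6.62 to 6.85 elsewhere, at most 0.73 (adjusted p = 0.00136). pomca, the precursor of pituitary ACTH and melanotropin, was 7.29 ± 1.99 and 6.41 ± 1.46 in pools labelled SH and Nadia against 4.42 ± 0.21 and 3.98 ± 0.18 in those labelled TM1 and Gaighatta, a largest difference of 3.31 (adjusted p = 0.00607). The other measured pituitary hormone genes moved with it: gh1, growth hormone, was 8.63 ± 2.78 and 8.15 ± 2.65 against 4.96 and 5.04, and cga, a glycoprotein hormone subunit, differed by 2.85 (adjusted p = 0.0376). prl, prolactin, had a largest difference of 1.79 (adjusted p = 0.0656), and in all 3 of 4 pituitary markers differed among strains (4 when adjusted over the list alone). Within the strains labelled SH and Nadia, pomca in the male pools M1 was 4.64 and 4.60 and reached at least 6.29 in the other pools. Of 6 genes of monoamine and GABA synthesis and transport matched by symbol, abat alone differed (1 when adjusted over the list alone), gad2, which has no symbol in the platform's table, not being among the 6, and of 7 stress axis genes pomca did (2). Of 15 radial glia markers, gfap and 4 others differed among strains (8), and by domestication history 2 were higher and 2 lower. The reference gene bactin2 was not analysed here.

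**Figure D2:**
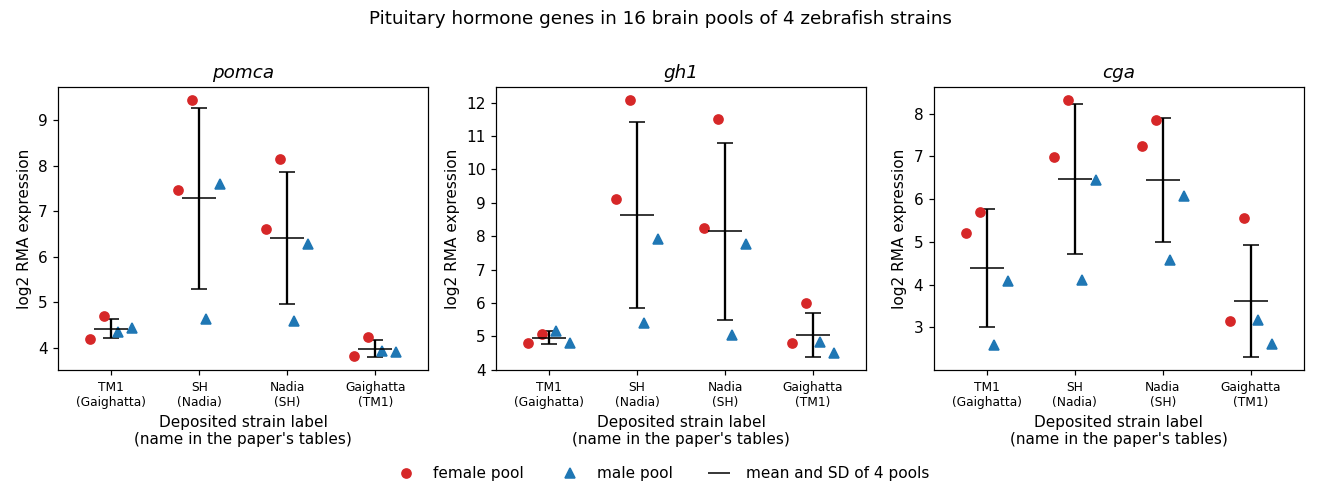
Log2 RMA expression of pomca, gh1 and cga in each of 16 brain pools, by deposited strain label with the name in the paper's tables in parentheses; points are female and male pools, and bars are the mean and SD of 4 pools. The male pool M1 of the strains labelled SH and Nadia is low for each of the 3 genes (5.41 and 5.05 for gh1).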

The qRT-PCR results were consistent with the microarray analysis for four of the six genes (Figure 2). qRT-PCR measures of *gad2* expression did not agree with the microarray results, suggesting that there may be additional factors affecting hybridization to the microarray. Expression of *sepp1a* also differed between microarray and qRT-PCR in that the Gaighatta strain had higher levels than expected; however, we previously found agreement between our microarray findings (current study) and qRT-PCR measures of *sepp1a* in an independent sample of these strains [43]. This unexpected disagreement may reflect strain-specific regulation of *sepp1a* expression by dietary selenium levels [43].

**Figure 2:**
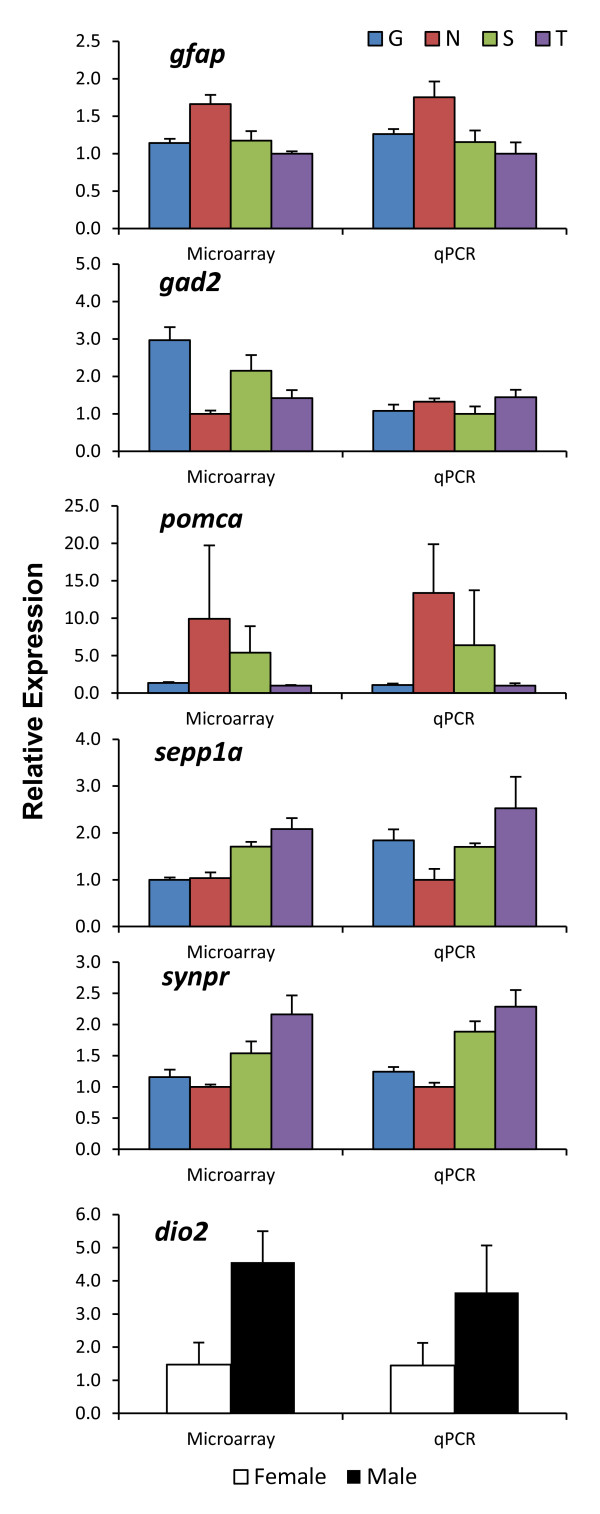
**qRT-PCR was used to validate microarray results for six genes.** Microarray and qRT-PCR showed similar patterns for five of the six genes: glial fibrillary acidic protein (*gfap*), proopiomelanocortin a (*pomca*), selenoprotein P1a (*sepp1a*), synaptoporin (*synpr*), and deiodinase, iodothyronine, type II (*dio2*). Validation failed for glutamate decarboxylase 2 (*gad2*), suggesting that additional factors may be affecting hybridization to the microarray. Abbreviations: G = Gaighatta, N = Nadia, S = Scientific Hatcheries, T = TM1.

### Comparison with other studies

Examination of these findings in a comparative context can allow us to prioritize genes for future analyses. We therefore compared our results to other analyses in zebrafish and other species. Several microarray studies have examined transcriptome variation associated with domestication or fear-related behavioral variation in other vertebrates. These studies include a comparison between wild and domesticated rainbow trout [37], an analysis of the effect of selection for tame behavior in gray fox [35], a comparison between dogs and wolves [36], and an analysis of behavioral variation among inbred mouse lines [47]. Cross-species comparisons of microarray studies are complicated by differences in microarray platforms and chemistry, hybridization efficiencies, experimental design, and statistical analyses. The studies also differed at the scale at which gene expression was measured in the brain. The canid and mouse studies measured expression separately in multiple regions of the brain [35,36,47] while our study and the rainbow trout study [37] examined gene expression in the entire brain. Regional analyses of gene expression may be able to detect local changes in gene expression that are not detectable in whole brain analyses [91] but brain regions must be selected with care to ensure that relevant regions are included in the analysis.

Despite these complications, we identified sixteen evolutionarily or functionally related groups of genes that were associated with domestication in five vertebrate species, or fear-related behaviors in mice (Table 1). 

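Among the gene groups of Table 1, the largest change by domestication history was in ccdc39 (named in the platform's table), which the paper lists by its probe set with the coiled-coil genes and which is known for its part in motile cilia. It was 5.55 ± 0.21 (SD, n = 8 pools) in the labelled domesticated pools (wild in the paper's tables) and 7.14 ± 0.41 in the labelled wild ones (domesticated), a difference of -1.59 (standard error 0.10, adjusted p = 9.94e-08) with no overlap. Of 32 translation initiation factors, 9 differed among strains (10 when adjusted over the list alone), and by domestication history 2 were higher and 3 lower. eif1ax was lower in the labelled domesticated pools by -0.63 (adjusted p = 0.00104), but its second probe set differed by 0.14 (adjusted p = 0.238), and eif4enif1 was higher by 0.50 (adjusted p = 0.00139). Of 26 heat shock and DnaJ chaperones, 8 differed among strains (11), and by domestication history 4 were higher, dnajc3 among them by 0.25 (adjusted p = 0.0391), and 1 was lower. dnajc12 differed among strains by 0.85 (adjusted p = 0.00689). Of 4 glutathione peroxidases, gpx1a and gpx4a differed (2), and both were higher in the labelled domesticated pools, with calls that ended without the strain labelled SH or Nadia. Of 14 cytochrome c oxidase genes, 3 differed (4) and 2 were higher there, cox14 by 0.24 (adjusted p = 0.0276). Of 25 NADH dehydrogenase genes, 7 differed (6), the largest being ndufaf8, an assembly factor, at 0.68 (adjusted p = 0.000986). By domestication history 2 were higher (0), such as ndufs7 by 0.22 (adjusted p = 0.0462). kcnk1b, a potassium channel, differed among strains by 0.53 (adjusted p = 0.00648). Counts in parentheses are adjusted over the list alone, and since the study picked these groups from the same pools they are not independent evidence. None of the 5 lists passed camera, with adjusted p of 0.991, 0.33, 0.0861, 0.292 and 0.289 in the order given.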

The association of these genes with independently derived domesticated populations of evolutionarily divergent species suggests that these genes may be components of pathways influenced by convergent evolution during domestication, although they may not represent the causative polymorphisms. These genes are involved in a variety of functions including translation initiation, protein folding (DNAj genes), amelioration of oxidative stress (glutathione peroxidases and selenoprotein P), and metabolic function (cytochrome c oxidases, NADH dehydrogenases). However, a few are known to affect functions in the brain.

**Table 1:** Related genes with brain expression patterns associated with domestication in multiple species

**Genes**	**Zebrafish Strain**	**Zebrafish Domestication**	**Rainbow Trout Domestication[**[37]**]**	**Fox Tameness[**[35]**]**	**Dog-Wolf Comparison[**[36]**]**	**Mouse Behavior[**[47]**]**
Caspase	casp2, casp3a, caspb	casp3a (+)	casp8 (+)			
Coiled-coil domain containing	ccdc47, ccdc53, ccdc93, Dr.18793.1.A1_at	Dr.18793.1.A1_at (+)	BU965755 (+)			
Collagens	col1a2, col2a1a, col5a2l, col9a2, wu:fa99c11, zgc:56518		col1a1 (+), col1a2 (+)			col1a1^a^, col3a1^b^
Cytochrome c oxidase			cox2 (–), cox3 (–)			cox5a^b^
DNAj	dnajc12	dnajc3 (–)				dnajc6(AI840916)^c^
Eukaryotic translation initiation factors	eif1ax, eif4enif1	eif1ax (+), eif4enif1 (–)	eif3s2 (+), eif3s7 (+)			
Glutathione peroxidases	gpx1a, gpx4a		gpx3 (–)			gpx3^d^
Hemoglobins	hbaa1, ba1		hba,hba1, hba4, hbb, hbb1, hbb2, hbb4 (all +)	hbe, hbg1, hbg2, hba, hbz (all –)		hbaa1^e^
NADH dehydrogenase (ubiquinone)			ndf1a4 (+)	ndufb8 (–)		
Neurofilament, light peptide			CB514125 (+)			nefl^e^
Potassium channel proteins	Dr.16785.1.A1_at (kcnk1)				kcnj4 (–)	AI835316 (kcnc2)^a^
Purkinje cell protein 4				pcp4 (*)	pcp4 (+)	
Selenoprotein P	sepp1a	sepp1a (+)			sepp1 (+)	
Syntaxins	stx3a, stx6, syntaxin1b			stx1b2 (+)		
Syntaxin binding proteins			stxbp3 (+)			stxbp2^b^, stxbp6^e^
Transthyretin (prealbumin, amyloidosis type I)				ttr (*)	ttr (+)	

Studies included the present study on zebrafish (*Danio rerio*), an analysis of domestication in rainbow trout (*Oncorhynchus mykiss*) [37], silver fox (*Vulpes vulpes*) selected for tameness [35], a comparison between dog (*Canis familiaris*) and wolf (*Canius lupus*) [36], and an analysis of strain variation in laboratory mice (*Mus musculus*) [47]. Positive signs (+) indicated up-regulation in domesticated populations relative to wild, while negative signs (–) indicate down-regulation. An asterisk (*) indicates that the direction of differential expression differed among brain regions.

^a^ Negative correlation with open field activity; ^b^ Positive correlation with distance traveled after ethanol administration; ^c^ Positive correlation with electroconvulsive threshold; ^d^ Negative correlation with electroconvulsive threshold; ^e^ Positive correlation with open field activity.

A few of these genes are associated with synapse function and long-term potentiation. Syntaxins are components of the SNARE complex which mediates the docking of vesicles with extracellular membranes, including the release of neurotransmitters from axon terminals [92], and appears to be regulated by several syntaxin-binding proteins [93,94]. Protein levels of syntaxins increase during long-term potentiation in the rat hippocampus [95]. In studies related to domestication, mRNA expression of *syntaxin1b2* was higher in foxes selected for tameness [35]; expression of syntaxin-binding proteins was higher in domesticated rainbow trout [37] and correlated with fear-related behaviors in mice [47]. In contrast, in our study of zebrafish, expression of three syntaxin genes differed among strains but was not associated with domestication history. Likewise, caspases, such as capase-3, are associated with synaptic plasticity and learning, in addition to their involvement in apoptosis [96,97]. 

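stx3a (stx3b in the platform's table), of the SNARE family of membrane fusion proteins, ranged from 4.39 to 4.78 across strain means, at 0.39 (adjusted p = 0.0084). stx6, of Golgi trafficking, was 3.53 ± 0.23 (SD, n = 4 pools) in pools labelled SH (Nadia in the paper's tables) and 4.64 ± 0.82 in those labelled Gaighatta (TM1), at 1.11 (adjusted p = 0.0186). syntaxin1b, of synaptic vesicle fusion, was at most 0.52 (adjusted p = 0.0282) between strains. By domestication history the labelled domesticated minus wild differences were -0.24 (adjusted p = 0.0292) for stx3a, -0.28 (adjusted p = 0.405) for stx6 and 0.37 (adjusted p = 0.0352) for syntaxin1b, and the range criterion kept syntaxin1b of these 3. Of 5 syntaxins matched by symbol, 3 differed among strains (3 when adjusted over the list alone), and of these 5 stx3a alone differed by domestication history, syntaxin1b, which has no symbol in the platform's table, not being among them. Of 3 syntaxin binding proteins, 2 differed among strains (2), and stxbp3 was lower in the labelled domesticated pools by -0.48 (standard error 0.07, adjusted p = 0.000355) and kept by the range criterion. The camera test gave the 2 groups adjusted p of 0.873 and 0.352.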

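casp3a, an executioner caspase, was 5.92 ± 0.13 (SD, n = 8 pools) in the pools labelled domesticated (wild in the paper's tables) and 6.29 ± 0.25 in those labelled wild (domesticated), a labelled domesticated minus wild difference of -0.37 (standard error 0.10, adjusted p = 0.0238). casp2, an initiator caspase, was higher in the pools labelled domesticated by 0.41 (adjusted p = 0.0438), outside the range criterion. caspb differed among strains by 0.67 (adjusted p = 0.0251), though its second probe set had 0.42 (adjusted p = 0.0758). Of 14 genes of cell death matched by symbol, casp2 and dedd1 were higher, bnip3, a mitochondrial protein of the hypoxia response, was lower by -0.30 (adjusted p = 0.0176), and 11 did not pass. casp3a is not among these 14.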

*Caspase-3a* and *capase-8* were up-regulated in domesticated populations of zebrafish (current study) and rainbow trout [37]. These observations suggest that synapse development and function may be influenced by domestication.

The association of collagens and hemoglobins with domestication of multiple species was surprising. Collagens are rare in the brain and are usually associated with the meninges surrounding the brain [98]. This includes several of the collagen genes differentially expressed among zebrafish populations (present study), between wild and domesticated rainbow trout [37], and correlated with behavior in mice [47]. It is possible that the meninges may have contaminated the brain samples, although it is not clear why this contamination would differ in level between populations in multiple species. 

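Collagens of connective tissue and cartilage differed among strains. col1a1a and col1a2, the chains of collagen I, were 8.98 and 8.39 in pools labelled SH (Nadia in the paper's tables) and 7.30 and 6.97 in those labelled TM1 (Gaighatta), with largest differences of 1.68 (adjusted p = 0.0239) and 1.42 (adjusted p = 0.0195). col10a1b, of cartilage, differed by 1.92 (adjusted p = 0.0155), and col2a1a, the main cartilage collagen, by 1.05 (adjusted p = 0.00639). Of 14 collagens matched by symbol, 7 differed among strains (10 when adjusted over the list alone), and none did by domestication history in limma (0 at the adjusted p, also adjusted over the list alone), where the largest was -0.20 (adjusted p = 0.684) for col1a1a. The 2 probe sets of wu:fa99c11 differed by 0.52 and 0.70, and zgc:56518, mgst3a in the platform's table and an enzyme of glutathione metabolism, by 1.11 (adjusted p = 0.00365). Markers of tissues around the brain varied over the same pools. The mean of 16 meningeal and connective tissue markers ran from 5.50 in TM1 M1 to 6.21 in Nadia F2, and that of 9 cartilage and bone markers, of which 5 differed (8), from 4.57 to 5.05. The mean of 18 epithelial markers, of which 11 differed (15), ran from 5.13 to 7.94, with krt91, a keratin, at 2.28 (adjusted p = 0.00503), and that of 19 skeletal muscle markers, of which 5 differed (5), from 4.83 to 8.38. The lists of collagens, connective tissue and cartilage share genes, and the study chose its collagens from these pools.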

Alternatively a few collagen genes are expressed in the brain and appear to be involved in neurological development, including axon guidance and synaptogenesis in the CNS [98,99].

Expression of hemoglobin genes was positively associated with domestication in rainbow trout [37], negatively associated with tameness in foxes [35], and positively associated with open field activity in mice [47]. Hemoglobin genes were also differentially expressed among zebrafish populations. It was recently discovered that hemoglobin genes are expressed in neurons, astrocytes, and oligodendrocytes of rats and humans, and may be involved in oxygen storage and mitochondrial function in the brain [100,101].

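hbaa1, the adult alpha globin, was 11.96 ± 0.21 (SD, n = 4 pools) in pools labelled TM1 (Gaighatta in the paper's tables) and 12.48 to 12.53 in the other 3 strains, at 0.57 (adjusted p = 0.0108). The probe set listed as ba1, which matches 3 beta globin genes, showed the same order, 12.25 ± 0.17 against 12.73 to 12.79, at 0.54 (adjusted p = 0.0152). Neither passed by domestication history over all probe sets, with -0.27 (adjusted p = 0.0934) for hbaa1 and -0.21 (adjusted p = 0.145) for ba1. Adjusted over the hemoglobin list alone, hbaa1 did pass, lower in the labelled domesticated pools. Of 2 hemoglobin genes matched singly by symbol, 1 differed among strains (1 when adjusted over the list alone). Of 10 red blood cell markers, 5 differed (5): besides hbaa1, cahz, a carbonic anhydrase of red cells, by 0.63 (adjusted p = 0.0414), ca2, blvrb, of heme breakdown, and urod by 1.36 (adjusted p = 5.33e-05). The mean of the 10 markers ran from 6.68 to 7.56 over the pools.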

Finally, SNP variation has been detected among zebrafish populations and may be associated with the variation in behavior and gene expression we observed here. Whiteley *et al.*[102] examined SNP variation among thirteen wild populations and three laboratory strains of zebrafish and detected 99 significantly divergent outlier SNP loci that may be signatures of natural selection. Eight of these outlier loci occurred in genes that were also differentially expressed in our analysis among populations (*arg2gpx1aphopspc1*, si:dkey-15j16.2, and zgc:77304) and between wild and domesticated populations (*bhlhe40* and *syntaxin1b*), suggesting that variation in the expression of these genes may also be under selection. 

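arg2, a mitochondrial arginase, was 9.21 ± 0.14 (SD, n = 4 pools) in pools labelled Gaighatta (TM1 in the paper's tables) and 8.12 ± 0.25 in those labelled TM1 (Gaighatta), at 1.09 (adjusted p = 0.00122). gpx1a was 10.11 ± 0.15 in pools labelled SH (Nadia) and 9.02 to 9.50 elsewhere, at 1.09 (adjusted p = 0.000191). pspc1, a nuclear paraspeckle protein, and zgc:77304 (rbm7 in the platform's table, an RNA binding protein) differed by 0.60 (adjusted p = 0.00718) and 0.34 (adjusted p = 0.0379). pho and si:dkey-15j16.2 (ginm1) did not pass among strains, at 0.32 (adjusted p = 0.108) and 0.29 (adjusted p = 0.0599). By domestication history, the labelled domesticated minus wild difference of bhlhe40, a clock-controlled transcription factor, was -0.28 (standard error 0.08, adjusted p = 0.033), that of si:dkey-15j16.2 -0.26 (adjusted p = 0.0277) and that of pspc1 -0.41 (adjusted p = 0.0145). The range criterion kept bhlhe40 and si:dkey-15j16.2 of these 3.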

Their study populations included the laboratory TM1 strain and wild populations in geographic regions from which our wild strains were originally collected.

## Conclusion

Using a high throughput behavior assay, we detected significant variation among zebrafish strains in behaviors related to fearfulness and predator avoidance. This variation showed a strong association with domestication history, consistent with patterns observed in other fish species. While there was substantial inter-strain variation in patterns of gene expression in the brain, far fewer genes were associated with domestication history. This suggests two hypotheses regarding the evolution of behavior during domestication. First, convergent behavioral evolution during domestication may result through independent alterations in different pathways that achieve similar phenotypic effects. If this is the case, each of our domesticated zebrafish populations would have different genes associated with behavioral variation, and these genes would be lost among the large number of genes varying among populations and therefore undetectable in our comparison. Alternatively, evolution of these behavioral phenotypes may involve only a few genes or pathways to achieve the behavioral variations observed here. In our study, the number of genes associated with domestication in zebrafish is comparable to that associated with within-population behavioral variation in other fish species, such as differences between dominant and subordinate cichlids (*Astatotilapia burtoni*, 171 genes, [103]) and between sneaker and migratory males in Atlantic salmon (*Salmo salar*, 432 genes, [34]). This suggests that behavioral variation can be associated with alterations in the expression of relatively few genes in the brain. In addition, identification of genes associated with domestication in multiple vertebrate species may indicate convergent evolution of a few key molecular pathways during domestication. Full evaluation of these hypotheses is beyond the scope of our study and would require more comprehensive analyses using both multiple populations and multiple species. However transcriptome variation among populations can be substantial and should be given careful consideration when designing genomic analyses of behavior and other traits.

## Methods

### Zebrafish strains

We used zebrafish from four distinct strains for our experiments. Two of these strains have been reared in captivity for more than thirty generations each [9,43,44]. The Scientific Hatcheries strain (SH) was originally obtained from a commercial breeder (Scientific Hatcheries, Huntington, CA) and reared in our laboratory for three generations prior to the experiment. It is difficult to determine the total number of generations for which this strain has been in captivity, but it is known to be at least thirty. The TM1 strain was founded from a pet store population and reared for 24 generations at the University of Miami [66] and a further six generations prior to the experiment at the University of Idaho. The TM1 strain is GFP transgenic using a β-actin promoter [66]. Two additional strains, Nadia and Gaighata, were recently derived from wild populations in India. The Nadia strain was originally collected in India in 1999. At the time of this study, the strain had been reared in the laboratory for six generations, remaining qualitatively similar to the original wild collections [9,43,44]. The Gaighatta strain was collected in India in 2005, and was in its first generation of lab rearing at the time of this study.

Prior to the experiment, all zebrafish were reared in a recirculating zebrafish facility at the University of Idaho, designed by Aquaneering Inc. (San Diego, CA). Fish were feed twice daily with a combination of commercial flake food and *Artemia* nauplii. Temperature of the facility was maintained at 28 °C with a constant 14 h light: 10 h dark cycle. These rearing conditions were maintained during the behavior assays. All procedures involving animals were approved by the University of Idaho Animal Care and Use Committee.

### Behavior assays

Sixteen adult fish (4 to 6 months old) from each strain were randomly assigned to 1-L aquaria (22 cm long, 15 cm high, 5 cm wide), one fish per aquarium. The aquaria were delimited into six 2-cm vertical zones using thin twine tied across the front of the entire row of aquaria. Fish were visually isolated by placing paper barriers between aquaria. Each aquarium was labeled with a unique numerical identifier so that information regarding strain and sex was unknown to the observer. The fish were then allowed to acclimatize overnight. Starting the next day, behaviors were scored by a single observer, unaware of the strain identity of each fish, three times per day for 10 days (30 observation periods per individual fish). Observations of behavior were conducted at 0830 hours (one hour prior to the morning feeding), 1230 hours, and 1630 hours (one hour after the afternoon feeding) following methods developed in our laboratory [43,46]. Briefly, each fish was observed at the eye level of the observer from a distance of 0.5 m for a period of three seconds, and its vertical and horizontal location was recorded three times at one second intervals. Vertical location was coded as an integer representing the vertical zone occupied by the fish (1 = top, 6 = bottom); the final “Vertical Depth” score for each individual was computed as the mean across all 30 observation periods. The horizontal location of the fish was recorded as a binary variable, with 1 indicating the fish was within one body length of the front of the tank and 0 indicating the fish was not. “Horizontal Position” was calculated as mean horizontal location across all 30 observations and is an estimate of the proportion of time the animal spent within one body length of the front of the tank, nearest the human observer, over the course of the experiment. All behavior experiments were performed in a common rearing environment experimental design in which extreme care was taken to expose all fish to identical rearing conditions. These behaviors have been shown to have repeatabilities between 0.4 and 0.6 [46].

Sex of each fish was determined by inspection of external sex characteristics. Our goal was to test equal numbers of males and females from each strain; however, the final experiment was slightly imbalanced due to unequal sex ratios in the Nadia (male-biased) and SH (female-biased) strains. This did not affect our behavioral analyses, as we detected no differences in behavior between the sexes (data not shown).

All behavior data were analyzed using SAS, version 9.1 (SAS Institute, Cary, NC). We tested the effect of strain on behavior phenotypes using one-way Analysis of Variance (ANOVA) with the GLM procedure. The model included Sex, Domestication history, and Strain nested within Domestication history as fixed effects in the model. The residuals were visually examined to ensure that the assumption of normality was not violated.

### Tissue isolation and RNA extraction

After behavior assays were completed, fish were removed from the individual tanks and placed in one of sixteen 3-L group tanks. Four fish of the same sex and strain were assigned to each tank, resulting in four replicate tanks per strain. In the case of strains with biased sex ratios (see above), some tanks contained either 3 or 5 fish. The fish remained in these tanks during the period between collection of behavioral data and isolation of tissues for microarray analysis (one week).

On the sampling day, each fish was anesthetized in 170 mg L^−1^ tricaine methanesulfonate (MS222, Western Chemical Inc., Ferndale, WA), briefly blotted on a paper towel, and rapidly measured for standard length and body mass. The brain was then quickly removed and homogenized in TRIzol (Invitrogen, Carlsbad, CA). Brains from all individuals in a tank were homogenized together, for a total of two biological replicate pools per sex per strain (16 microarrays total). Total RNA was then extracted using the TRIzol method following manufacturer’s protocol. RNA quality was confirmed using gel electrophoresis and visual spectrophotometry using a Nanodrop spectrophotometer. All samples had 260/280 nm absorbance ratios between 1.85 and 2.05, and 260/230 nm absorbance ratios greater than 0.85.

### Microarray hybridization

For each array, 10 μg of total RNA were converted to cDNA. Biotinylated cRNA was then produced *in vitro* using the GeneChip expression 3′ amplification one-cycle target labeling kit (Affymetrix, Santa Clara, CA, USA). Affymetrix Zebrafish Genome Arrays (~14,900 transcripts) were hybridized with fragmented biotinylated cRNA for 16 h at 45 °C with constant rotation (45 rpm), and processed using the Affymetrix GeneChip Fluidic Station 450. Streptavidin-conjugated phycoerythrin (SAPE) was used for staining, followed by amplification using a biotinylated anti-streptavidin antibody. This was followed by another round of SAPE prior to scanning using a GeneChip Scanner 3000 (Affymetrix). All microarray procedures were performed at the Genomics Core Facility of the Center for Reproductive Biology at Washington State University (Pullman, WA).

### Statistical analysis of microarray data

CEL files containing raw data were then processed and analyzed using R software and Bioconductor packages [104,105]. These CEL files have been deposited with the NCBI Gene Expression Omnibus (GEO, Accession: GSE38729, http://www.ncbi.nlm.nih.gov/geo). Microarray hybridization data were examined for physical anomalies on the chip by pseudochip and residual error visualizations. Quality assurance of microarray data was completed using the affyQAReport function from the Bioconductor package affyQCReport. Hybridization and housekeeping controls, RNA degradation, sample clustering, NUSE plots, LPE plots, and RLE plots all showed high quality data (not shown) and no chips were removed. The arrays were then pre-processed using the Robust Multi-array Average (RMA) procedure [106-108] using the affy package [109]. Next, unexpressed and low variability genes were removed by unbiased filtering. Affymetrix present-marginal-absent (PMA) calls were determined using a *P*-value cut off for absent of greater than 0.04 and present less than 0.04; marginal calls were treated as absent. Unexpressed genes were then defined as having a signal less than the expression value at which 99 % of genes were called as absent across all samples. A filter on interquartile range was also applied to remove genes with low variability. Genes with an interquartile range of less than 0.5 across all chips in the experiment were excluded, reducing the dataset further to 7,958 genes.

Signal intensities were also examined at the probe level to identify single feature polymorphisms (SFPs), differences at the probe level due to genetic polymorphisms rather than expression differences, which may also impact computed expression values. Briefly, in R using previously described methods [61], the RMA normalized expression estimate for each probe set was subtracted from background corrected and normalized expression levels at individual probes within the probe set. Normalized residuals were analyzed using significance analysis of microarrays (SAM) [110] within the siggenes package to detect features with a significant effect for strain (FDR adjusted α < 0.01). A total of 3,199 genes with significant SFPs were then removed from the analysis.

The Linear Models for Microarray Data (limma) package was then used to perform differential expression analysis on the filtered gene list using a linear model on log_2_ signal values with an empirical Bayes correction to the variance [64,65]. Comparisons of interest were extracted through contrasts, and *P*-values were corrected for multiple comparisons using the Benjamini and Hochberg method (FDR = 5 %) [111]. The data were initially analyzed with a fully crossed factorial model of Strain and Sex. However, because the Sex and interaction terms were not significant for the vast majority of genes (see Results), we also tested for differential expression among strains using a model that excluded sex. 

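The interaction of strain and sex passed limma's F test in 6 of 7922 probe sets (359 at an unadjusted p under 0.05). In all 6, the 2 male pools labelled TM1 (Gaighatta in the paper's tables) were the highest of the 16. irf1b, a transcription factor of the interferon response, was 7.73 and 7.50 in them and 4.93 to 6.15 in the other pools (adjusted p = 0.0216). gbp1, an interferon-induced GTPase, was 6.85 and 6.54 in them and 4.83 to 5.32 elsewhere (0.0125), and anxa3b, an annexin, 6.45 and 6.57 against 5.21 to 6.07 (0.00367). The paper lists that gbp1 probe set as sexually dimorphic. Its male minus female value was 1.47 in pools labelled TM1, and 0.14, 0.07 and -0.11 in those labelled SH, Nadia and Gaighatta. The mean of 19 microglia and leukocyte markers was also highest in the 2 male pools labelled TM1, at 6.70 and 6.45, against 5.4 to 6.06 in the others. The count was 0 without TM1 F1, 31 without Nadia F1.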

The effect of domestication history was tested using contrasts between wild and domesticated strains.

Functional analyses of the resulting gene lists were performed using DAVID version 6.7 [67,68]. Functional categories were evaluated against the probability that they appeared in lists of differentially expressed genes at random based on their representation in the full list of genes that were classified as expressed in the zebrafish brain in our analysis. Functional classifications considered in the analysis included gene ontologies (GOs, [112]), COG ontologies, protein domains from PIR superfamilies, Interpro, and SMART databases, KEGG pathways, SP PIR keywords, and Up Seq features. Analysis of gene ontologies used the “FAT” option which filters the output, removing upper level GOs primarily from the top five levels of the hierarchy, in favor of more specific GOs that are often more informative. Categories were considered overrepresented if the EASE score was less than 0.05. We also report P-values adjusted for multiple tests using the Benjamini-Hochberg correction [111]. The Functional Annotation Clustering tool was used to identify categories with overlapping lists of differentially expressed genes.

### qRT-PCR validation

Technical validation of microarray results was performed using qRT-PCR on the sixteen sample pools used in the microarray analysis. Six genes were selected in order to represent multiple patterns of expression, including genes that differed among strains, between wild and domesticated strains, or between the sexes. The primer sequences for these genes are provided in Additional file 4. For each sample, 400 ng total RNA were converted to cDNA in a 20 μl total volume containing 100 ng random primers (Invitrogen, Carlsbad, CA), 0.5 mM dNTP, 0.05 M DTT, 1X SuperScript reaction buffer, and SuperScript II reverse transcriptase (100 U; Invitrogen). The resulting cDNA was diluted 1:5 with TE (pH 8) and used as template for qRT-PCR using SYBR®-Green PCR Master Mix (Applied Biosystems, Foster City, CA) on an ABI 7900HT Fast Real-Time PCR System, following the manufacturer’s protocol. Specificity of the qRT-PCR was verified through melting curve analysis. β actin was used as a reference gene because expression of this gene did not differ among strains in the microarray analysis. Standard curves and negative controls were included for both target and reference genes on every plate. Standard curves consisted of a 1:4 dilution series of a cDNA pool created from all 16 samples.

qRT-PCR data were analyzed using mixed model analysis of covariance (ANCOVA) using the *lm* function in R. This approach analyzed expression of the target gene (C_T_s) while simultaneously normalizing expression by including expression of the reference gene (C_T_s) as a covariate in the model [88,113]. We employed a fully crossed factorial model using the main effects of Strain and Sex. When the effect of Strain was significant, pairwise comparisons were performed using Tukey’s Studentized Range test.

## Competing interests

The authors have no competing interests.

## Authors’ contributions

BDR conceived and designed the experiment. BDR and RED drafted the manuscript. EJC reared fish and collected behavior data. EJC and RED prepared RNA samples for microarray analysis. RED, EJC, SB, and SMW performed the qRT-PCR validations. MLS, BDR and RED performed statistical analyses. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Microarray analysis revealed 1,752 probe sets that differed significantly in expression among strains of zebrafish (*Danio rerio*).** Click here for file

Additional file 2 **Functional categories overrepresented among genes differentially expressed among strains of zebrafish (*Danio rerio*), revealed by DAVID analysis.** Click here for file

Additional file 3 Microarray analysis revealed 112 probe sets that differed significantly between domesticated and wild zebrafish strains. Click here for file

Additional file 4 Genes and primers for validation of microarray results with quantitative Real-Time PCR (qRT-PCR). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

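Brain RNA of 4 zebrafish strains was measured on 16 Affymetrix Zebrafish Genome Arrays, with 2 pools per sex and strain. The authors corrected, normalized and summarized the arrays by RMA with the affy package, whose versions are not given in the sources used here, and removed probe sets by a filter on expression and variability before deposit. The deposited values are on the log2 scale and cover the 7958 probe sets that the paper counts as expressed, with the probe sets of polymorphic probes still among them. The analysis had been planned for an unfiltered table. Of the 7922 probe sets tested, 7068 have an interquartile range under 0.5 over the 16 arrays and 854 have at least 0.5, the smallest being 0.0448.

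Strain effects were fitted with limma 3.58.1 in R 4.3.3, as a mean per strain with contrasts for each of the 6 strain pairs and for domesticated minus wild strains. Sex and its interaction with strain were fitted in a factorial model, with an F test for the interaction. Variances were moderated by eBayes and p values adjusted by Benjamini and Hochberg within each contrast, with 0.05 as the threshold. A probe set counts as differing among strains when at least 1 of the 6 contrasts passed. The range criterion kept a called probe set when leaving out at most 1 pool made the ranges of the 8 and 8 pools disjoint. Arrays were grouped by the deposited labels of strain and sex. Control probe sets were left out, except for those of GFP and CFP. The probe-level filter on polymorphism, the quantitative PCR values and the behavior of single fish were not analysed here, and bactin2 was not analysed here.

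The 28 pathway lists and 12 lists of cell type markers were written before the data were examined, as were the comparisons, the rule for named genes and 24 alternatives, but the values of Additional files 1 and 3 had been seen. The rule names each gene that the study names, the 10 largest strain differences, the 10 largest increases and 10 largest decreases by domestication history, up to 10 calls between sexes and up to 4 called members per list. A gene with several probe sets is represented in a list by the one of highest mean. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry. Of the 40 lists, 4 passed with the preset correlation, 0 with the estimated one, 7 with fry in 1 direction and 21 with fry in either direction. The pathway lists are cryptochromes and photolyases, clock genes, DNA repair, hox genes, axon guidance, cell death, chromatin, collagens, hemoglobins, syntaxins, syntaxin binding proteins, synaptic vesicle proteins, COPII coat, acyl-CoA binding proteins, Wnt signaling, selenoproteins, the aryl hydrocarbon receptor response, antigen presentation, chaperones, translation initiation factors, glutathione peroxidases, cytochrome c oxidase, NADH dehydrogenase, neurofilaments, immediate early genes, the stress axis, monoamine and GABA genes and the sex steroid axis. The markers are those of pituitary, eye, meninges, cartilage, muscle, red blood cells, microglia, radial glia, myelin, pineal, epithelium and neurons.

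The alternatives concern the probe sets tested (interquartile range, mean), the scaling of the arrays, the threshold, the variance model, the covariates, the model for domestication history, the strains included, the range criterion and the list test. Each of the 16 pools was also left out in turn, and the labels were also split in other ways, in all 35 ways for a pair of strains and in 100 drawn with a fixed seed elsewhere. A further 5 alternatives were added after the data had been examined. The tests were tried on simulated data with 7922 probe sets, of which 200 were changed. Noise was drawn independently for each probe set and pool, with no strain effects, and the same shift was added to every pool of a group. The shares called therefore do not carry over to domestication history in the real pools, where strains differ and only 2 stand on each side. At 2-fold, 66 of 67 changed probe sets were called among strains (98.5%), 65 of 67 between domesticated and wild (97.0%) and 65 of 67 between sexes (97.0%), with 25, 10 and 8 unchanged ones called. At 1.5-fold, 76.1%, 92.5% and 91.0% were called.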

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

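The tests of the explanations for pomca, the collagens and the domestication contrast, and the splits of the labels, were chosen after the results were seen.

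pomca was higher in pools labelled SH (Nadia in the paper's tables) than in those labelled Gaighatta (TM1) by 3.31 (standard error 0.75, adjusted p = 0.00607). A candidate source is pituitary tissue left on some brains: within strains, over 16 pools, pomca followed the mean of cga, gh1 and prl with r = 0.944 (permutation p = 0.00068) and rho = 0.679 (permutation p = 0.0142), and with r = 0.893 without SH F2 and SH M1, as the only relation computed for this pattern. gh1 reached 12.09 in SH F2 and 11.51 in Nadia F2 and was 5.41 in SH M1, all 4 markers were in the table of probe sets kept as expressed, and the study names pomca. The slope within strains gives 2.29 of the difference (upper end of its 95% interval 2.82). With the mean of the 3 genes in the model, 1.02 was left (standard error 0.34, unadjusted p = 0.0081, adjusted p = 0.0618, 95% interval 0.31 to 1.73), so a strain difference in pomca itself stays open beside it.

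Of 14 collagens, 7 differed among strains, and tissue around the brain may be a source in some pools, tested with the means of 12 connective tissue, 18 epithelial and 19 muscle markers, all of them in the authors' table of genes kept as expressed in brain, with strain means of 7.79 to 8.82 for sparc and 7.76 to 7.88 for dcn, 8.53 to 10.57 for krt5 and 9.22 to 9.32 for krt8, and 8.31 to 10.00 for ckmb and 7.84 to 9.82 for pvalb3. Over 3 relations, epithelium had r = 0.516 (permutation p = 0.0262, adjusted 0.0786; rho = 0.603, permutation p = 0.0197; r = 0.575 without Nadia F2 and SH M1) and muscle r = -0.0144 (permutation p = 0.971, adjusted 0.971; rho = -0.0794, permutation p = 0.806; r = -0.0393 without Gaighatta F1 and SH M1), but their slopes give at most 0.01 and 0.09 of the 0.87 between the strains labelled SH and TM1, which argues against either as the whole source. Connective tissue, with r = 0.148 (permutation p = 0.585, adjusted 0.877; rho = 0.188, permutation p = 0.533; r = 0.0171 without Nadia F2 and Gaighatta M1), could give up to 0.83 and cannot be told apart from a strain difference in collagens, since its slope is too imprecise. With the 3 means in the model, 2 of the 7 collagens still passed the F test, while the count over all probe sets went from 2094 to 604. The bound on the slope replaced a first criterion on the size of r after the values had been seen, and under the first criterion connective tissue would have been set aside and epithelium left open.

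Of the 267 probe sets tied to domestication history after the range criterion, 153 had passed the authors' filter on sequence polymorphism, as members of Additional files 1 or 3, 104 are taken as removed by it, and 10 are undetermined. The 104 were called among strains here, differ by more than the last of the 1645 readable probe sets of Additional file 1, whose unread members have smaller ones, and are absent from what could be read; a probe set not called in the authors' own fit would be absent too. With those 10 counted as removed, 3.56% of the removed probe sets and 3.21% of the retained ones met the range criterion. The odds ratio was 1.11 (95% interval 0.861 to 1.43, Fisher's exact test, 2-sided p = 0.409). An earlier assignment, replaced after it was seen, took all 155 not in Additional file 3 as removed and gave an odds ratio of 2.11. The present value argues against polymorphism that the filter detects as the main source. Polymorphism that the filter missed would lie among the retained probe sets, so the comparison cannot address it. Among those with an adjusted p under 0.01 the odds ratio was 1.2 (upper end 1.64, Fisher's exact test, p = 0.245). A larger share in these and single probe sets therefore stay open. The 267 may reflect strain differences without regard to domestication, since pairing the strains labelled SH and Gaighatta against TM1 and Nadia gave 340. Under both namings that pairing mixes domesticated and wild strains on each side, but GFP does not check the names SH and Nadia. Had only TM1 and Gaighatta been exchanged, it would itself be the split by domestication history. Domestication history itself cannot be told apart from other differences between the strains, since with the 4 strain means as the samples 0 probe sets passed in limma (313 at an unadjusted p under 0.05), against 2 and 0 for the other 2 pairings (216 and 442 unadjusted).

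Over other splits of the pools, chance can be excluded for the strain counts (2744 and 431, at most 55 and 26 otherwise, 1 of 100 as large). For the 12 calls between sexes 1 of 100 splits was also as large, but the highest other gave 9. Leaving out 1 pool moved that count from 7 to 118, so chance is not firmly excluded for it. For the domestication contrast (1011, 267 and 24 against at most 28, 25 and 4) chance can be excluded only as a grouping of pools without regard to strain. With the strains kept whole there are 3 pairings, too few for a share under 0.05, and the other 2 gave 1158 and 635, and 340 and 175 after the range criterion. For each of the 6 strain pairs, 1 of 35 splits was as large. That share, 0.0286, is the smallest that 35 splits allow, so chance is set aside only at that share. The counts were 526 for TM1 and SH (at most 4 otherwise), 251 for TM1 and Nadia (4), 1654 for TM1 and Gaighatta (0 in limma), 448 for SH and Nadia (31), 1354 for SH and Gaighatta (8) and 1131 for Nadia and Gaighatta (18). For the model of 2 groups without strain, chance can be excluded only as for the domestication contrast (1 of 100 as large). The real value was 317, but the highest other was 167, which points to a structure of the pools beyond these 2 groups. Chance cannot be excluded for the 6 interactions of strain and sex (11 of 100 splits as large, at most 9) or for the 4 gene lists that passed camera (64 of 100, at most 12).

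Single pools lay far from the other 3 of their strain in 7 of 88 groups, where chance, which marks about 1 in 20 groups, gives about 4.4. The mean of the microglia markers was 6.06 in Nadia F2, above the others of its strain, and that of the radial glia markers was 9.17 in TM1 M1, below them. The mean of the epithelial markers was 6.89 in SH M1 and gad2 was 7.22 in Nadia F1, each above the other 3 pools of its strain. sepp1a was lowest of its strain in Gaighatta M2, at 10.44, and the GFP pair in Gaighatta F1, at 8.58 and 7.23.

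The difference between males and females varied with strain in 6 probe sets by the F test of the interaction. For anxa3b (adjusted p = 0.00367) the male minus female values in pools labelled TM1, SH, Nadia and Gaighatta were 1.2, -0.44, -0.28 and -0.35. In the same order they were 5.57, -0.74, -1.39 and 0.07 for a probe set that matches 2 genes (0.00367), 1.47, 0.14, 0.07 and -0.11 for gbp1 (0.0125) and 1.80, 0.43, -0.37 and -0.23 for irf1b (0.0216). For si:dkey-33i11.9 (0.03) they were 2.51, 0.13, -0.45 and 0.07, and for a probe set with no gene name (0.0216) 3.39, -0.27, -0.02 and -0.08. In each of the 6, the TM1 M1 and TM1 M2 pools were the highest.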

How the results depend on the processing

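The alternatives without the strain labelled Gaighatta among the strain counts, without the pools SH M1 and Nadia M1, without the marker genes, with the strain names of the paper's tables and with the range criterion on the higher group alone were chosen after seeing the data. The cause of a change was not tested unless fewer probe sets or pools explain it by construction. Centring the arrays, quantile normalization, a trend in the variance, a minimum mean of 4 and the larger-range part of the probe sets left the counts among strains and by domestication history within 1.5 times their values.

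With an interquartile range of at least 0.5, which tests fewer probe sets, 663 differed among strains, 205, 158, 454, 189, 418 and 424 in the pairs TM1 and SH, TM1 and Nadia, TM1 and Gaighatta, SH and Nadia, SH and Gaighatta, and Nadia and Gaighatta, 308 by domestication history, 87 after the range criterion and 197 with the 4 strain pairs in 1 direction, 284 and 403 for the other pairings and 1 for the interaction. In the part with the higher mean, also fewer probe sets, these were 1379 (188 by at least 2-fold), 294, 125, 867, 181, 647 and 523, 504, 126 (10 by at least 2-fold), 383, 289 and 601, and 1, with 6 between sexes. At an adjusted p under 0.01 they were 1329, 149, 104, 780, 164, 657 and 528, 389, 177, 316, 307 and 474, and 2, with 7 between sexes.

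The additive model gave 24 between sexes. The numbers of the labels do not pair the samples (12 pairs, correlations -0.234 to 0.307, 3 over 0.1 and 3 under -0.1), and with the replicate block the interaction passed in 3. With 1 adjustment over all 6 contrasts, TM1 and Nadia differed in 483. The 2 groups without strain in the model gave 317 by domestication history. With strain as a random block (correlation 0.260) it was 31, 31 after the range criterion and 10 by at least 2-fold, and with the 4 strain means 0, 0 and 0 in limma (313 at an unadjusted p under 0.05, smallest adjusted p = 0.607). After the range criterion, leaving out a strain gave 714 (83 by at least 2-fold) without TM1, 593 (57) without SH, 1491 (179) without Nadia and 234 (32) without Gaighatta. These runs set 4 pools of 1 strain against 8, where the criterion is easier to meet than with 8 against 8. Before that criterion, 1666 differed by domestication history without Nadia and 267 without Gaighatta. A range criterion of at most 1 pool of each group inside the other gave 115, and no overlap 74 (13 by at least 2-fold), while at most 1 pool of the higher group inside the range of the lower gave 189 (21 by at least 2-fold). Of the gene lists, 0 passed camera with an estimated correlation (1 at an unadjusted p under 0.05, smallest adjusted p 0.73), 2 with the mean over probe sets and 7 fry. Without the strain labelled Gaighatta, 673 differed among strains and 136 by at least 2-fold, and without SH M1 and Nadia M1 the SH and Nadia pair gave 234, sex 3 and the interaction 0 in limma.

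Leaving out 1 pool gave 2121 to 2807 among strains, 720 to 959 by domestication history and 246 to 352 after the range criterion. It moved TM1 and SH to 293 without SH F2 and 294 without SH F1 (highest 557), SH and Nadia to 264 without Nadia F2 (highest 552), and 3 other counts in several runs. The calls between sexes were 7 without TM1 F1, 118 without TM1 M2, 7 without SH M1, 20 without Nadia F1, 7 without Gaighatta F1 and 21 without Gaighatta M1, the interactions 0 without TM1 F1, 2 without TM1 F2, 1 without TM1 M1, 17 without TM1 M2, 31 without Nadia F1, 3 without Gaighatta F1, 2 without Gaighatta F2, 15 without Gaighatta M1 and 11 without Gaighatta M2, and the gene lists 1 without TM1 M1, 2 without SH M2, 7 without Nadia F2, 2 without Nadia M2, 2 without Gaighatta M1 and 8 without Gaighatta M2.

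Over the named genes and the alternatives set beforehand, the domestication difference kept its side of the threshold in 5450 comparisons, lost it in 824, gained it in 126 and moved in 6, and the strain difference kept it in 4690, lost it in 299 and gained it in 21. The sex difference kept it in 237 and lost it in 66, and the lists kept it in 50 and lost it in 26. The domestication difference was reversed in 11. Without strain TM1 it was 0.045 for hsf2, 0.039 for nr1d2b and 0.082 for dbi, without SH -0.068 for dedd1 and -0.67 for mhc1ufa, and without Nadia -0.053 for gpx4a. Without Gaighatta it was 0.13 for nr4a2b, -0.043 for mdkb, -0.67 for mhc1ufa, -0.22 for eif3eb and -0.17 for abat. With the strain names of the paper's tables the 10 domestication differences of Additional file 3 named here turned sign by construction, to -2.48 for gpr177, 0.89 for sepp1a, 0.76 for synpr, 0.46 for sypb, 0.54 for sec31a, 0.37 for casp3a, -0.25 for dnajc3, 0.63 for eif1ax, -0.50 for eif4enif1 and 1.59 for ccdc39. The log2 values carry no measure of signal over background, so they set no limit of detection for weak probe sets.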

Differences from the paper's values

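The strain names of the paper's tables were set against the deposited labels only after the values were seen, and the alternatives named otherwise were set before the data were examined.

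Among strains the paper reports 1752 probe sets of 4759 tested, against 2744 of 7922 here. The threshold is the paper's, but its filter on polymorphism was not applied. The counts set side by side below stand over these unlike totals, so a count outside 1.5 times the paper's need not be a different share. Here the shares were 34.6% among strains, 5.44% among strains by at least 2-fold and 12.8% by domestication history. Within 1.5 times the paper's count lay 2247 with the larger-range part of the probe sets, 1379 with the higher-mean part, 2475 with a mean of at least 4, 1329 at an adjusted p under 0.01, 2094 by the F test, 2584 with 1 adjustment over the contrasts and 13 of 16 runs leaving out 1 pool (2121 to 2562). Outside it lay 663 with an interquartile range of at least 0.5, 2671 with a variance trend, 2794 and 2837 with centring and quantile normalization, 2965 with sex, 3032 with the replicate block and 2693 to 2807 without Nadia F1, Nadia M2 or TM1 M1. For differences of at least 2-fold the paper gives 259 against 431 here, and 188 in the higher-mean part and 357 at an adjusted p under 0.01 lay within 1.5 times of it, while the other alternatives did not (393 to 455). Between domesticated and wild strains the paper gives 612 against 1011 here. Within 1.5 times of it lay 504 in the higher-mean part, 876 with a mean of at least 4, 882 without strain TM1, 736 without SH and 14 of 16 runs leaving out 1 pool (720 to 910), while 921 and 959 without TM1 M1 or SH F1 did not. Also outside it lay 308 with an interquartile range of at least 0.5, 935 with the larger-range part, 985 with a variance trend, 1052 and 1044 with centring and quantile normalization, 389 at an adjusted p under 0.01, 1113 with sex and 1121 with the replicate block. The same holds for 317 in 2 groups without strain, 31 with strain as a random block, 0 in limma with the 4 strain means (313 unadjusted), 1666 without Nadia and 267 without Gaighatta. After the range criterion the paper gives 112 against 267 here, and 87 with an interquartile range of at least 0.5, 126 in the higher-mean part and 115 with at most 1 pool of each group inside the other lay within 1.5 times of it, while the others did not. Reading the criterion as at most 1 pool of the higher group inside the range of the lower, chosen after seeing the values, gave 189. By at least 2-fold there the paper gives 10 against 24 here, and 10 in the higher-mean part, 10 with strain as a random block and 13 with no overlap lay within 1.5 times of it, while the others did not.

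Of the signed domestication differences in Additional file 3, 10 were set beside the values here, each with the opposite sign and the same size. The paper's values are -2.48 for gpr177, 0.89 for sepp1a, 0.76 for synpr, 0.46 for sypb, 0.54 for sec31a, 0.37 for casp3a, -0.25 for dnajc3, 0.63 for eif1ax, -0.50 for eif4enif1 and 1.59 for ccdc39. Those here are 2.48, -0.89, -0.76, -0.46, -0.54, -0.37, 0.25, -0.63, 0.50 and -1.59 in the same order. The 112 probe sets of that file all have the opposite sign, and with the strain names of the paper's tables, chosen after seeing the values, the 10 have the paper's sign and size and 0 of the 112 called there are dropped.

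The values read from Fig. 2 are those of its microarray bars, so the quantitative PCR is not compared. Relative to the strain of lowest mean, and by strain name, gad2 is about 3.0 for Gaighatta, about 1.0 for Nadia, about 2.1 for SH and about 1.4 for TM1 in Fig. 2, read by eye, against 1.424, 2.154, 1 and 2.97 here. sepp1a is about 1.0, about 1.0, about 1.7 and about 2.1 in Fig. 2, read by eye, for the same strains, against 2.079, 1.705, 1.037 and 1 here. synpr is about 1.2 for Gaighatta, about 1.0 for Nadia and about 2.2 for TM1 in Fig. 2, read by eye, against 2.159, 1.537 and 1.158 here. The alternatives set before the data were examined were not run for these 11, and under the strain names of the paper's tables, chosen after seeing the values, all 11 lay within the margin.

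The paper states directions with domestication, as for gpr177 and sepp1a, that are opposite under the deposited labels. GFP was high only in the arrays labelled Gaighatta, so these carry the transgene that the paper gives to TM1, and under the names of the paper's tables, with which this goes, both genes have the paper's direction. The paper says in 1 place that 3 syntaxin genes were not tied to domestication and in another lists syntaxin1b as differing by it, and here stx3a had -0.24 (adjusted p = 0.0292) and syntaxin1b 0.37 (adjusted p = 0.0352). It counts pho and si:dkey-15j16.2 among the genes that vary among strains, which did not pass here, at 0.32 (adjusted p = 0.108) and 0.29 (adjusted p = 0.0599), though arg2, gpx1a, pspc1 and zgc:77304 of the same group did. It describes a filter that removes an interquartile range under 0.5, and 7068 of the 7922 deposited probe sets tested have one.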

Other observations

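Tests over other probe sets of a gene were chosen after the values were seen.

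Some genes of neuronal filaments, some eye markers and some muscle markers also differed among strains. inab, an internexin of neurons, differed by 0.45 (adjusted p = 0.0362) and prph, peripherin, by 0.56 (adjusted p = 0.00304). The list written for neuronal filaments also holds icn and icn2, which are ictacalcins of epithelium, so neither its count nor its list test is given. Of 14 retina and eye markers, 6 differed (8), with pde6ha, a phosphodiesterase of photoreceptors, at 2.48 (adjusted p = 0.0114) and opn1mw2, a green cone opsin, at 1.12 (adjusted p = 0.0379), and the mean of the list ran from 4.30 to 5.63 over the pools. Of 19 skeletal muscle markers, 5 differed (5), smyhc1, a slow muscle myosin, by 2.21 (adjusted p = 0.0242) and mb, myoglobin, by 2.03 (adjusted p = 0.012). The share that differed among strains was 42.9% for eye and 26.3% for muscle markers, against 32.9% of all genes. Neither list passed Fisher's exact test against that share (adjusted p = 0.682 and 0.794). By domestication history, inab, prph and the members of the eye and muscle lists did not differ in limma.

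Of 18 immediate early genes, 2 differed among strains (2 when adjusted over the list alone), fosab by 0.95 (adjusted p = 0.0278) and nr4a2b by 0.86 (adjusted p = 0.0002). The other 3 probe sets of fosab, at 0.78 (adjusted p = 0.087), 0.42 (adjusted p = 0.176) and 0.48 (adjusted p = 0.286), did not pass. By domestication history nr4a2b alone differed, at -0.29 (adjusted p = 0.0432), but at 0.13 without the strain labelled Gaighatta. Adjusted over the list alone, nr4a2b did not pass by domestication history. Of 4 pineal markers, asmtl alone differed among strains (1) and by domestication history, at 0.38 (adjusted p = 0.00237). By domestication history, camera gave adjusted p of 0.0509, 0.763 and 0.583 for the eye, immediate early and pineal lists and 0.0509 for muscle.

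Of the 1315 tested probe sets whose gene has another one, 512 (38.9%) have another that differed among strains. Among those that differed themselves the number was 262 of 458 (57.2%), and among those that differed by at least 2-fold 72 of 94 (76.6%). Of the probe sets kept by the range criterion, 44 have another probe set of the gene, which was called by domestication history in the same direction for 19 (43.2%) and in the opposite one for 2.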
